# DEN-Induced Rat Model Reproduces Key Features of Human Hepatocellular Carcinoma

**DOI:** 10.3390/cancers13194981

**Published:** 2021-10-04

**Authors:** Keerthi Kurma, Olivier Manches, Florent Chuffart, Nathalie Sturm, Khaldoun Gharzeddine, Jianhui Zhang, Marion Mercey-Ressejac, Sophie Rousseaux, Arnaud Millet, Herve Lerat, Patrice N. Marche, Zuzana Macek Jilkova, Thomas Decaens

**Keywords:** DEN-induced rat model, HCC, liver cancer, hepatocarcinogenesis

## Abstract

**Simple Summary:**

Hepatocellular carcinoma is the most frequent form of primary liver cancer, characterized by increasing incidence and high mortality. Animal models of hepatocellular carcinoma are widely used to study the biology of cancer and to test potential therapies. Herein, we describe how the rat model of DEN-induced hepatocellular carcinoma mimics the pathogenesis of hepatocellular carcinoma seen in humans, including liver damage, chronic inflammation, hepatocytes proliferation, liver fibrosis and cirrhosis, disorganized vasculature, and modulations of the liver’s immune microenvironment. Our results should help the hepatocellular carcinoma field to better tailor the use of the DEN-induced rat liver cancer model for testing specific experimental hypotheses or to perform preclinical testing.

**Abstract:**

Hepatocellular carcinoma (HCC) is the most common type of liver cancer. The majority of HCC cases are associated with liver fibrosis or cirrhosis developing from chronic liver injuries. The immune system of the liver contributes to the severity of tissue damage, the establishment of fibrosis and the disease’s progression towards HCC. Herein, we provide a detailed characterization of the DEN-induced HCC rat model during fibrosis progression and HCC development with a special focus on the liver’s inflammatory microenvironment. Fischer 344 male rats were treated weekly for 14 weeks with intra-peritoneal injections of 50 mg/kg DEN. The rats were sacrificed before starting DEN-injections at 0 weeks, after 8 weeks, 14 weeks and 20 weeks after the start of DEN-injections. We performed histopathological, immunohistochemical, RT-qPCR, RNA-seq and flow cytometry analysis. Data were compared between tumor and non-tumor samples from the DEN-treated versus untreated rats, as well as versus human HCCs. Chronic DEN injections lead to liver damage, hepatocytes proliferation, liver fibrosis and cirrhosis, disorganized vasculature, and a modulated immune microenvironment that mimics the usual events observed during human HCC development. The RNA-seq results showed that DEN-induced liver tumors in the rat model shared remarkable molecular characteristics with human HCC, especially with HCC associated with high proliferation. In conclusion, our study provides detailed insight into hepatocarcinogenesis in a commonly used model of HCC, facilitating the future use of this model for preclinical testing.

## 1. Introduction

Liver cancer is currently the third most common cause of cancer-related death worldwide [1], with hepatocellular carcinoma (HCC) accounting for the majority of these cases. Almost all HCC cases are associated with liver fibrosis or cirrhosis developed from chronic liver injuries. Although each underlying condition might involve different carcinogenic pathways, fibrosis and cirrhosis are regarded as crucial factors in the carcinogenesis of human liver tissue. The immune system of the liver contributes to the severity of the necrotic-inflammatory tissue damages, the establishment of fibrosis and the disease’s progression towards HCC [2]. Since fibrotic liver is characterized by modified liver vascularization, extracellular matrix composition and drug metabolism, fibrotic animal models are highly relevant to test HCC drugs for their efficacy against tumor initiation and/or progression [3,4]. The diethyl nitrosamine (DEN) chronically induced rat model reproduces human liver fibrosis and cirrhosis leading to HCC development [5,6], but limited information exists about pathway alterations, the involvement of inflammation, or the immune system characteristics of this model during progression to carcinoma. In this study, we thoroughly characterized DEN-induced HCC rat models during the progression and development of fibrosis and HCC, with a special focus on tumor immune microenvironments. 

Our results show that in the DEN-induced HCC rat model, the process of hepatocarcinogenesis includes liver damage, hepatocytes proliferation, liver fibrosis/cirrhosis, disorganized vasculature, chronic inflammation and modulations of the liver’s immune microenvironment, which recapitulate the main events observed in human HCC. Overall, our findings comprehensively characterize the DEN-induced HCC rat model, and demonstrate that it largely mimics the pathological process of human HCC, including features of the tumor microenvironment. In this context, the DEN-induced cirrhotic HCC rat model is a relevant pre-clinical tool to evaluate the new HCC treatment’s efficacy and tolerance in a liver cirrhotic background.

## 2. Materials and Methods

### 2.1. Rat Model 

Seven-week-old Fischer 344 male rats (Charles River Laboratories, Écully, France) were treated weekly with intra-peritoneal injections of 50 mg/kg DEN (Sigma-Aldrich, Steinheim am Albuch, Germany). The injections were performed once a week and diluted in pure olive oil in order to obtain HCC on a fibrotic/cirrhotic liver after 14 weeks. We analysed four different time points of DEN treatment: the 0-week group was sacrificed before the start of any DEN injections, the 8-week group after 8 weeks of DEN injections, the 14-week group after 14 weeks of DEN injections and the 20-week group after 14 weeks of DEN injections followed by 6 weeks without DEN injections. Control animals of the same age, treated with no DEN, were used for the 8 w, 14 w and 20 w time points. The animals were housed at Plateforme de Haute Technologie Animale (PHTA) at the University of Grenoble-Alpes core facility (Grenoble, France), EU0197, License no. #C38-51610006 from Direction Départementale de la Protection des Populations., under specific pathogen–free conditions, a temperature-controlled environment with a 12 h light/dark cycle and ad libitum access to water and diet. The animal housing and procedures were conducted in accordance with the recommendations from the Direction des Services Vétérinaires, Ministry of Agriculture of France, according to the European Community Council Directive 2010/63/EU and according to recommendations for health monitoring from the Federation of European Laboratory Animal Science Associations. The protocols involving animals were reviewed by the local ethics committee, “Comité d’Ethique pour l’Expérimentation Animale no.#12, Cometh-Grenoble”, and approved by the French Ministry of Research (#12900-2018010416469902 v4).

### 2.2. Immunohistochemical and Immunofluorescence Analyses 

The liver tissues were fixed in formalin solution, neutral buffered at 10% (Sigma-Aldrich, Steinheim am Albuch, Germany) and paraffin-embedded; four-micrometer sections of tissue were prepared. Hematoxylin-eosin (HE) staining was used for the histopathological examination. The grading of inflammatory activity and staging of fibrosis were performed according to the METAVIR scoring system, a histological scale used to quantify the degree of fibrosis (F). “F” refers to the extent of fibrosis and varies from F0 to F4 (F0 = no fibrosis, F1 = portal fibrosis without septa, F2 = portal fibrosis with rare septa, F3 = numerous septa without cirrhosis, and F4 = cirrhosis). The development of fibrosis and HCC was determined by an experienced pathologist who was blind to the study groups.

To detect HCC development and cancer stem cells in the liver tissues, the paraffin-embedded sections were incubated overnight at 4°C with the primary anti-GST-P (rabbit pAb, MBL International, Woburn, MA, USA) or anti-CD133 (Gene Tex, Irvine, CA, USA). To detect proliferating cells, the sections were incubated overnight at 4 °C with the primary anti-Ki67 antibody (clone SP6, Thermofisher scientific, Rockford, IL, USA) or with the anti-Cyclin D1 antibody (Abcam, clone EPR2241, Cambridge, UK). To analyze macrophages, the sections were incubated overnight at 4 °C with primary anti-mouse CD68/SR-D1 (Novusbio-NB600-985, clone ED1). The anti-rabbit and anti-mouse EnVision system HRP Labelled Polymer (Dako Agilent, Santa Clara, CA, USA) was followed by 3,3′-Diaminobenzidine (DAB) for immune detection. Collagen was detected on the paraffin-embedded sections with picro-sirius red stain solution (Sigma-Aldrich, Steinheim am Albuch, Germany). The positive area was quantified using ImageJ software (NIH, Bethesda, MD, USA) on 10–15 randomly selected fields/sections captured by an Olympus BX41 microscope. All the analyses were performed in a double-blinded manner.

To detect vascularization, the paraffin-embedded sections were incubated with an anti-rat CD34 antibody (goat pAb, R&D systems, Minneapolis, MN, USA) followed by incubation with Alexa 647-conjugated donkey anti-goat IgG (Life Technologies, Carlsbad, CA, USA). Images were captured using the ApoTome microscope (Carl Zeiss AG, Oberkochen, Germany) equipped with an AxioCam MRm camera and collected by AxioVision software. The positive area threshold was quantified using ImageJ software (NIH, Bethesda, MD, USA) on 10 randomly selected fields/sections (10× magnification). All the analyses were performed in a double-blinded manner.

### 2.3. Real-Time Polymerase Chain Reaction (PCR) 

The total RNA was extracted from rat liver tissue samples preserved with an RNA stabilization solution (Thermo scientific, Rockford, IL, USA). The RNA purification was performed with RNeasy Mini Kit^®^ (Qiagen, Hilden, Germany). The reverse transcription was performed with an iScriptTM reverse transcription supermix Kit (BioRad, Hercules, CA, USA), and the amplification reactions were performed in a total volume of 20 µL by using a Thermocycler sequence detector (BioRad CFX96, Hercules, CA, USA) with an iTaqTM Universal SYBR^®^Green super mix qPCR kit (BioRad, Hercules, CA, USA). GADPH was used as a housekeeping gene. The primers listed in Table S1 were designed with Primer 3 software (version 4.0.0, Michelstadt, Germany) and verified on BLAST. The oligonucleotide sequences were synthesized by Eurofins Genomics^®^ in a 0.01 µmol scale, with a salt-free level of purification. Every analysis was performed in duplicates.

### 2.4. Flow Cytometry Analysis

The liver tissue samples collected in RPMI media were resolved into a single cell suspension by mechanical disruption. Later, the cells were washed with PBS (1×) and stained for multi-parametric flow cytometry analyses. A Zombie UV™ Fixable Viability Kit (BioLegend, San Diego, CA, USA) was used to detect nonviable cells. The cells were immunostained without any stimulation, with the following extracellular anti-rat antibodies: CD45, CD3, CD8, CD4 and CD25. The cells were then permeabilized and fixed with a Foxp3/Transcription kit (Thermo Fisher scientific, Rockford, IL, USA) and stained with the intracellular anti-rat Foxp3 antibody. Isotype-matched antibodies were used as controls. The data were on a BD-LSRII flow cytometer with BD FACSDiva 6.3.1 software and analyzed using FCS Express 6 PLUS software (version, Pasadena, CA, USA).

### 2.5. Enzyme-Linked Immunosorbent Assay (ELISA) Analysis

The TNF-alpha DuoSet ELISA Kit (R&D Systems, Minneapolis, MN, USA), IFN-gamma Uncoated ELISA (Thermo Fisher Scientific, Rockford, IL, USA), IL-4 Ready-Set-Go Elisa kit (E030212, eBiosciences, Thermo Fisher Scientific, Rockford, IL, USA) and IL-10 BD OptEIA Set (8029217EU) were used as recommended by providers. 

### 2.6. RNA-Seq

The total RNA was extracted from rat liver tissue samples preserved with an RNA stabilization solution (Thermo scientific, Rockford, IL, USA). The RNA purification was performed with RNeasy Mini Kit^®^ (Qiagen, Hilden, Germany), according to the instructions provided by the manufacturer; and quality assessment for the RNA Integrity Number (RIN) was performed using Agilent 2100 Bioanalyzer (Agilent, Palo Alto, CA, USA). The libraries were prepared using the Illumina TruSeq Stranded mRNA kit (Illumina, San Diego, CA, USA), according to the manufacturer’s protocol, starting with 1 μg total RNA. The mRNAs were purified, fragmented and converted to cDNA with reverse transcriptase. The resulting cDNAs were converted to double-stranded cDNAs and subjected to end-repair, A-tailing, and adapter ligation. The constructed libraries were amplified using 15 cycles of PCR. The libraries were quantified by qPCR with the LightCycler 480 real-time PCR instrument (Roche, Basel, Switzerland). The normalized and pooled libraries were sequenced on a NovaSeq 6000 platform with S1 flow cells (200 cycles) (Illumina, San Diego, CA, USA) in a 75 bp paired-end.

The fastq files were aligned on the UCSC rn6 genome using STAR (2.7.1a) [7] to produce bam files. The bam files were counted using the HTSeq framework (0.11.2) [8] (with the following options: -t exon -f bam -r pos–stranded = reverse -m intersectiostrict –nonunique none). The normalization and differential analysis were performed using the R software (R Core Team. R: A language and environment for statistical computing. Vienna, Austria: R Foundation for Statistical Computing, 2017), DESeq2 (1.22.2) [9,10] and SARTools [11] packages. 

The raw sequencing data are available at NCBI’s Gene Expression Omnibus under the GEO Series accession number GSE182860 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182860, accessed on 31 December 2020).

The GSEA was conducted with the pre-ranked GSEA method [12] within the KEGG, and Hallmark databases (https://broadinstitute.org/msigdb, accessed on 31 December 2020). The single-sample GSEA scores, representing the degree to which the genes in a particular gene set are coordinately up- or down-regulated within a sample, were calculated using the GSVA program [13], following the methodology described previously [14]. A volcano plot displaying differential gene expression analysis of RNA-seq data comparing 8 w DEN vs. 8 w No DEN or 14 w DEN non-tumoral vs. 14 w No DEN used a significancy threshold for a relative expression fold change ≤ −2.0 or ≥ 2.0 and adjusted *p* ≤ 0.01. Volcano plots displaying the differential gene expression of the top 25 over-expressed and top 25 under-expressed genes in human HCC used a significancy threshold ≤ −0.5 or ≥ 0.5 for a relative expression fold change and adjusted *p* ≤ 0.05. 

### 2.7. Statistical Analysis

All the data were tested for normality and the appropriate statistical test was chosen. The comparisons of means were calculated by using ANOVA tests with Tukey HSD correction for multiple means comparisons, and independent *T*-tests only when two means were compared. The data are presented as mean values ± standard error mean (SEM). The statistical analyses were performed using Prism 6 (GraphPad Software Inc., San Diego, CA, USA).

## 3. Results

### 3.1. Chronic DEN Promotes Hepatocarcinogenesis Associated with High Cell Proliferation, Fibrosis and Abnormal Vasculature

To characterize the hepatocarcinogenesis induced by DEN, Fisher 344 rats were injected weekly with intra-peritoneal injections of DEN (50 mg/kg) for 14 weeks (Figure 1a), which caused progressive liver damage (Table S2) and hepatocarcinogenesis, leading to nodule development in 100% of the animals after 14 weeks of injections (Figure 1b,c). GST-P^+^ preneoplastic lesions were already visible after 8 weeks of DEN injections (*p* < 0.0001) and strongly expanded at 14 weeks (Figure 1d and Figure S1a). This transformation of early lesions was accompanied by an increase in CD133^+^ stem cells (*p* < 0.0001) (Figure 1e). Consistently, DEN treatment strongly promoted hepatocyte proliferation, as assessed by Ki67 and cyclin D1 staining (Figure 1f).

We next analyzed fibrosis development using Sirius red staining, which showed a significant increase in fibrosis at 8 weeks (*p* = 0.0009) and 14 weeks (*p* < 0.0001), compared to 0 weeks (ANOVA, *p* < 0.0001), (Figure 2a). The METAVIR score analyses confirmed that the severity of the fibrosis increased from no fibrosis at 0 weeks to portal fibrosis without and with septa at 8 weeks, leading to severe fibrosis or cirrhosis in 55% of the animals at 14 weeks (Table S2). The qPCR analyses of Collagen-1, alpha smooth muscle actin (α-SMA), transforming growth factor beta (TGF-β) and a tissue inhibitor of metalloproteinases (TIMP-1) confirmed the development and progression of liver fibrosis/cirrhosis as a result chronic DEN treatment, which was associated with a non-significant decrease in matrix metalloproteinase (MMP)2 and MMP9 expression (Figure 2b).

Human liver cirrhosis is generally associated with distortion of the hepatic architecture and disorganized vasculature [15]. Indeed, we found that DEN treatment induced modifications leading to abnormal vasculature with a significant increase in the CD34 positive area (Figure 2c) at 14 weeks of injections. The molecular mechanisms responsible for DEN-induced liver modifications were further investigated by RNA-sequencing (RNA-seq) comparing DEN-treated animals with untreated (no DEN) animals of the same age. 

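Liver RNA of 24 rats was sequenced as 40 libraries, and the gene counts deposited by the authors were analysed. At 8 weeks the DEN-treated libraries came from NT liver of 4 rats, and at 14 and 20 weeks from NT liver and 2 tumor nodules of each of 4 rats. Liver of 4 untreated rats of the same age made up the no DEN group at each time point. The libraries were strand-specific and made from polyadenylated RNA. The authors aligned the read pairs to the rat genome rn6 and counted a pair only where it lay wholly inside the exons of a single gene and in a single place of the genome. Pairs that matched several places were therefore left out, and genes with near-identical copies are undercounted. Between 20528515 and 160622633 pairs were counted per library (median 30477421) over 17337 genes, and the largest library, an NT sample at 20 weeks, held 4.08-fold more than the next. Each library had reads on 12089 to 13522 genes. Counts of rats of the same group differed far more than read sampling alone would give (chi-square per degree of freedom of at least 12.9). The rat was therefore the unit of the main group comparisons. Tests of spread between nodules took single nodules instead, and the pre-ranked enrichment drew genes.
Groups were compared with edgeR's quasi-likelihood test after normalization by trimmed means (TMM) and removal of low genes, with Benjamini-Hochberg adjustment over the genes tested. In NT liver, 855 of 10812 genes (788 up, 67 down) passed the paper's thresholds (log2 fold change of at least 1 in size, adjusted p of at most 0.01) at 8 weeks. At 14 weeks 1676 of 11016 genes passed (1445 up, 231 down), and at 20 weeks, 6 weeks after the last injection, 565 of 10827 (529 up, 36 down). Leaving out 1 rat at a time moved the 20-week count most, to between 250 and 649. Some DEN-treated rats carry a number with the letter F and the others one with H. All no DEN rats are numbered H, so F rats have no controls of their own letter. Among rats numbered H alone, 648, 1786 and 468 genes passed at 8, 14 and 20 weeks.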

Gene set enrichment analysis (GSEA) revealed that genes upregulated following a DEN treatment were significantly enriched in genes involved in the cell cycle division and proliferation, with G2M checkpoint and E2F targets being the top gene sets after 8 and 14 weeks (Figure 2d,e, respectively), including, for example, Tacc3, Stmn1, Spc25 and Slc7a1 (Figure 2f,g). Similarly, DEN treatment was associated with the enrichment of a gene set related to epithelial-mesenchymal transition (EMT), which includes Lama5, Flna, Fas, Col5a2, Col4a1, Col16a1, Dcn, Sgcb, Cdkn1, Mybl2, and Fbn1 (Figure 2d–g). 

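The MSigDB gene sets were not used here, and published lists of S-phase and G2/M genes, of which 39 and 48 were found, stood in for them. The score of a list was its mean log2 CPM (counts scaled to the size of the library) in each rat, and scores of 4 DEN-treated and 4 no DEN rats were compared with exact two-sided permutation tests, whose smallest possible p at this group size is 0.0286. At 8 weeks the G2/M score averaged 2.88 ± 0.13 (SD) in NT liver and 1.12 ± 0.17 without DEN (difference 1.75, n = 4 per group, exact permutation p = 0.0286, Benjamini-Hochberg adjusted over 30 list tests 0.0373). At 14 weeks it was 3.33 ± 0.40 and 1.31 ± 0.15 (difference 2.02, with the same p). S-phase scores rose by 1.05 and 1.09, and at both times every DEN-treated rat lay above every no DEN rat for both lists. Leaving out any 1 rat kept the G2/M difference at 14 weeks within 1.89 to 2.19.
Tacc3 rose by a log2 fold change of 1.71 (SE 0.13) at 8 weeks, from 3.89 ± 0.25 to 12.6 ± 1.78 CPM (SD, n = 4 per group, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 1.11e-05), and by 1.92 (SE 0.18) at 14 weeks. Stmn1 rose by 1.97 (SE 0.12) and 2.16 (SE 0.17), and Spc25 by 2.97 (SE 0.24) and 2.74 (SE 0.31). Slc7a1 was the weakest at 8 weeks, with 1.44 (SE 0.33) from 0.463 ± 0.229 to 1.25 ± 0.23 CPM (SD, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00672), and in 7 of 13 alternative settings it no longer passed. At 14 weeks Slc7a1 rose by 2.81 (SE 0.22). From gene set enrichment, with these genes as examples, the paper states that cell-cycle and proliferation genes were enriched among the genes raised by DEN. As the paper picked these examples from the most raised genes of the same libraries, their rise here is not independent evidence.

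**Figure D1:**
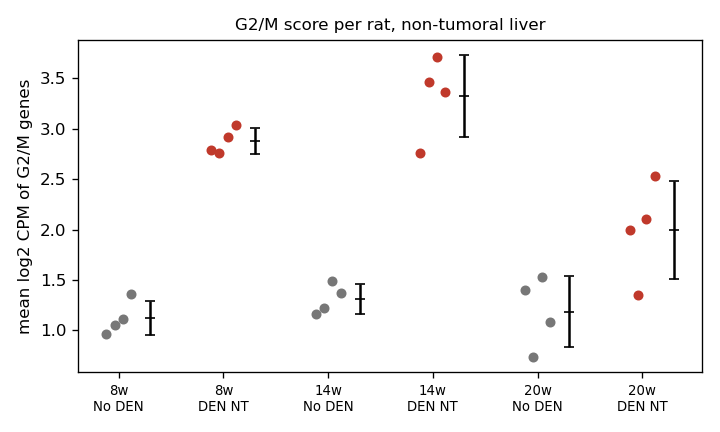
G2/M score of each rat (mean log2 CPM of 48 genes) in liver without DEN and NT liver of DEN-treated rats at 8, 14 and 20 weeks. Each dot is a rat (n = 4 per group), and bars show mean ± SD.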

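At 8 weeks 9 of the 11 genes named here passed the threshold for NT liver, with Cdkn1 taken as Cdkn1a. Lama5 rose from 1.63 ± 0.15 to 30.9 ± 8.84 CPM (SD, n = 4 per group, log2 fold change 4.25, SE 0.22, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 3.65e-06). Mybl2 rose from 0.457 ± 0.297 to 8.36 ± 1.87 CPM (4.19, SE 0.33) and Cdkn1a from 29.8 ± 5.51 to 205 ± 30.1 CPM. Log2 fold changes of Col16a1, Dcn, Sgcb, Fas, Col5a2 and Col4a1 ran from 2.11 down to 1.02. Flna (0.90) and Fbn1 (0.98) stayed below the log2 threshold of 1, with edgeR quasi-likelihood, Benjamini-Hochberg adjusted p values of 2.44e-05 and 6.13e-05. At 14 weeks all 11 genes passed, from Col5a2 (1.03) to Lama5 (3.78, SE 0.13, 20.3 ± 1.76 against 1.48 ± 0.28 CPM). All of these genes were named by the paper and taken whole. The paper had picked them from the most raised genes of its top gene sets in these same libraries. Their rise here is therefore not independent evidence.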

In summary, chronic DEN injections lead to liver damage, hepatocytes proliferation, liver fibrosis/cirrhosis and disorganized vasculature, which mimics the usual events observed during human HCC development.

### 3.2. DEN-Induced Rat Model of HCC Shares Genetic and Molecular Characteristics with Human HCC

To characterize the mechanism of irreversible malignant transformation induced by DEN, we next investigated tumor nodules. For this purpose, the DEN injections were stopped after 14 weeks and the animals were left untreated for 6 weeks (20 w group, Figure 1a). We observed no significant difference in the incidence of tumors between the 14 weeks and the 20 weeks group but the size of the tumors increased from 2.65 ± 0.22 mm at 14 weeks to 4.89 ± 0.53 mm at 20 weeks, *p* = 0.0003 (Figure 3a, Figure S1a). The nodules were histologically confirmed as HCC (Figure 3b) and were characterized by high hepatocytes proliferation and disorganized vasculature (Figure S1b).

We then looked for similarities in the gene expression patterns between DEN-induced tumors in rats and human HCC tumors. For this purpose, the top 25 over-expressed and bottom 25 under-expressed genes in human HCC were identified using available HCC TCGA RNAseq data, (Figure S2, Table S3) [16]. 

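Of the 25 over-expressed and 25 under-expressed genes of these lists, 24 and 22 were found among the counted genes, and Sfn was not analysed here. Fcn2 was matched to Fcnb through a synonym of the symbol alone. Whether Fcnb is the rat counterpart of the human gene was not checked. Counts of the 2 nodules of a rat were added, so that 4 tumor values were compared with 4 no DEN values at each time. Expression was high enough to be tested for 22 genes of the over-expressed list at both times, and for 18 (14 weeks) and 17 (20 weeks) of the under-expressed list. By edgeR's quasi-likelihood test, 4425 of 11316 genes (2706 up, 1719 down) passed the tumor thresholds (log2 fold change of at least 0.5 in size, Benjamini-Hochberg adjusted p of at most 0.05) at 14 weeks. At 20 weeks 4347 of 11199 did (2642 up, 1705 down). A fit with all 8 groups moved the 14-week count most, to 4924, and nodule 2 alone the 20-week count, to 3843. Without the F rats the counts were 4686 and 4095.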

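By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 20 genes of the over-expressed human list passed upwards in tumors at 14 weeks and 18 at 20 weeks. Ube2c rose from 1.30 ± 0.17 to 10.7 ± 1.62 CPM at 14 weeks (SD, n = 4 per group, log2 fold change 3.02, SE 0.16, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 3.91e-06) and by 2.13 (SE 0.45) at 20 weeks. Ccnb1 rose by 3.31 (SE 0.27) and 2.62 (SE 0.45), and Stmn1 by 2.35 and 1.93. Sparcl1 (0.42) and Spink1 (-0.91) did not pass at 14 weeks. At 20 weeks Mdk (-0.23), Sparcl1 (0.48) and Gmnn (0.66) did not pass and Spink1 fell by 0.94 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0297). Lcn2 and Ndufa4l2 were too low to be tested, and DESeq2, which kept Lcn2, gave 21 and 19 genes. With nodule 1 of each rat alone the counts were 18 and 19. With nodule 2 alone 21 genes passed at 14 weeks, where Sparcl1 was added. Adjusted over the list alone, 20 genes at 14 weeks and 19 at 20 weeks passed.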

We found that DEN-induced HCC in our rat model over-expressed 21 genes out of the top 25 genes over-expressed in human HCC, including genes whose high expression is associated with unfavorable prognosis in liver cancer, such as Spp1, Ube2c, Pttg1, Ube2t, Ccnb1, Nt5dc2, G6pd, Cenpw, Tk1, Tacc3 and Stmn1 (Figure 3c, Table S3). Among the bottom 25 under-expressed genes in human HCC we also found genes under-expressed in the tumors of the DEN-induced rat model, which included Cxcl14, Pzp, Cyp1a2, Bco2, Vipr1, Pth1r (Figure 3c). 

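Among the under-expressed human genes, 4 fell past the tumor threshold at each time. At 14 weeks these were Cyp1a2 (log2 fold change -1.74, SE 0.24), Pzp (-1.07, SE 0.10), Vipr1 (-0.66, SE 0.12) and Pth1r (-0.62, SE 0.15, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00786, the largest of the 4). At 20 weeks they were Cyp1a2 (-1.84, SE 0.34), Bco2 (-0.89, SE 0.13), Cxcl14 (-0.86, SE 0.16) and Pzp (-0.80, SE 0.17, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00315, again the largest). Bco2 at 14 weeks fell by 0.48, just under the log2 threshold, and passed in 5 of 16 alternative settings. Cxcl14 at 14 weeks changed by -0.05 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.881) and passed in none. Vipr1 and Pth1r both changed by -0.41 at 20 weeks, each passing in 1 of 16 settings. Genes of the same list also rose: Oit3 (1.00 at 14 weeks, 1.36 at 20 weeks) and Cndp1 (0.93, 0.74) at both times. Clec4m was at least 4.20-fold higher at 14 weeks, counted against 3 reads because no DEN libraries held at most 3. Fcnb, matched to the listed Fcn2 by a synonym alone, rose as well (1.31, 0.62), but may not be the counterpart of the human gene.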

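In the tumors at 20 weeks, Mki67 stood at 29.1 ± 13.4 CPM against 6.08 ± 1.71 in liver without DEN (SD, n = 4 rats per group, log2 fold change 2.26, SE 0.33, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000518). Cdk1 stood at 13.5 ± 5.99 against 2.81 ± 1.05 CPM (2.26, SE 0.38), and Spc25 at 3.92 ± 1.56 against 0.784 ± 0.310 CPM (2.31, SE 0.37). In every rat these tumor values were above all no DEN values. Gene sets of human tumor subclasses were not analysed here.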

A GSEA approach using gene sets available in the MsigDB (https://www.gsea-msigdb.org/gsea/msigdb/, accessed on 31 December 2020) showed that genes overexpressed in the tumors of rats treated by DEN were significantly enriched in genes upregulated in a subclass of human HCC, with increased proliferation and chromosomal instability [17] (Figure 3d). Moreover, a GSEA comparing tumor versus non-tumor tissues in DEN-treated rats in the 20 weeks group identified a significant enrichment in gene sets related to E2F targets, EMT, G2M checkpoint, Myc targets and KRAS signaling (Figure S3a), while the most significantly depleted gene sets were related to bile acid metabolism, xenobiotic metabolism, fatty acid metabolism, peroxisome and oxidative phosphorylation (Figure S3b). 

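Sets for epithelial-mesenchymal transition and Myc targets were not analysed here, and lists of cell-cycle and metabolic genes set before testing were scored in 4 tumor and 4 NT samples of the same rats. The bile acid list fell by 0.55 on the log2 scale, from 8.05 ± 0.08 to 7.50 ± 0.31 (SD, n = 4, exact two-sided permutation p = 0.0286, Benjamini-Hochberg over 8 lists 0.229). Differences of the other lists were 0.78 for G2/M (exact two-sided permutation p = 0.0571), 0.36 for S phase (0.200), -0.42 for xenobiotic metabolism (0.114) and -0.42 for fatty acid oxidation (0.114). The peroxisome list, which held Pex genes alone and so differs from the paper's set, changed by -0.16 (exact two-sided permutation p = 0.143) and oxidative phosphorylation by -0.065 (0.686). With signs flipped within rats, the exact two-sided p was 0.125, its smallest possible value with 4 rats, for all but oxidative phosphorylation (0.500). A pre-ranked enrichment over all genes, whose p comes from drawing random gene sets by permutation and treats genes as independent, gave normalized scores of 2.45 for G2/M (permutation p = 1.22e-14) and -2.33 for bile acid (permutation p = 1.60e-07).
No single gene of 11546 passed between tumors and NT liver at 20 weeks, and the smallest adjusted p was 0.0949 (edgeR quasi-likelihood, Benjamini-Hochberg). Unadjusted, 2767 genes had p of at most 0.05. With the rat as block, to use the pairing of NT liver and nodules of the same rat, 1693 genes passed (1063 up, 630 down). NT liver and nodules of the same rat deviated together from their group means (r = 0.507 over 11605 genes and 4 rats at 20 weeks, 0.480 at 14 weeks). At 14 weeks 0 of 11466 genes passed without the block (1348 unadjusted) and 0 with it.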

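List scores were compared between NT liver of DEN-treated rats and no DEN liver of the same age (n = 4 per group). The angiogenesis score (20 genes) rose by 0.21 at 8 weeks, 0.76 at 14 weeks and 0.92 at 20 weeks (exact two-sided permutation p = 0.0286 each). The p53 score (19 genes) rose by 0.66 and 0.63 at 8 and 14 weeks (exact permutation p = 0.0286 each), but stood at 3.68 ± 0.09 against 3.65 ± 0.13 (SD) at 20 weeks (exact permutation p = 0.800). IL2 STAT5 (15 genes) rose by 0.67, 0.75 and 0.90 (exact permutation p = 0.0286 each). IL6 STAT3 (14 genes) rose by 0.29 (exact permutation p = 0.143), 0.73 (p = 0.0286) and 0.69 (p = 0.0571) at 8, 14 and 20 weeks. With single rats left out, angiogenesis at 8 weeks ranged from 0.17 to 0.26 and p53 at 20 weeks from -0.064 to 0.048.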

A single-sample GSEA of our rat model using gene sets classically associated with the development of human HCC demonstrated that the angiogenesis, p53 pathway, IL2 STAT5 signaling and IL6 JAK STAT3 signaling gene sets were consistently upregulated following DEN treatment (Figure 3e). 

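Each of the 8 nodules and each of the 4 NT samples of a time point was scored for the Hedgehog (12 genes), Notch (14 genes) and VEGF (9 genes) lists, and the standard deviations (SD) of the scores were compared by exact permutation over 495 arrangements, permuting deviations from group medians and counting ratios in both directions. At 14 weeks the SD was 0.094 between nodules and 0.033 between NT samples for Hedgehog (ratio 2.89, exact two-sided permutation p = 0.0444). Notch gave 0.077 and 0.022 (ratio 3.58, exact two-sided permutation p = 0.0404) and VEGF 0.25 and 0.053 (ratio 4.70, exact two-sided permutation p = 0.206). At 20 weeks the ratio was 3.38 for Hedgehog, the SD values were 0.16 and 0.14 for Notch, and the ratio was 2.07 for VEGF, with exact two-sided permutation p values of 0.147, 0.968 and 0.671. Adjusted over the 6 tests by the Benjamini-Hochberg method, no p was below 0.133. A pair of nodules from the same rat is not independent, which these p values ignore. Leaving out single rats moved the 14-week VEGF ratio between 1.12 and 16.6. Both low VEGF scores, 1 per time point, came from nodule 1 of F rats (2.88 for F06 at 14 weeks, 2.62 for F03 at 20 weeks). These libraries also stood apart in quality, with 34.5% of pairs outside exons (F06) and 16.3% in several places (F03). Without rat F06 the VEGF ratio was 1.12 at 14 weeks, and without rat F03 it was 0.965 at 20 weeks. The VEGF spread therefore rests largely on these 2 libraries. Other pathway lists were not analysed here.

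**Figure D2:**
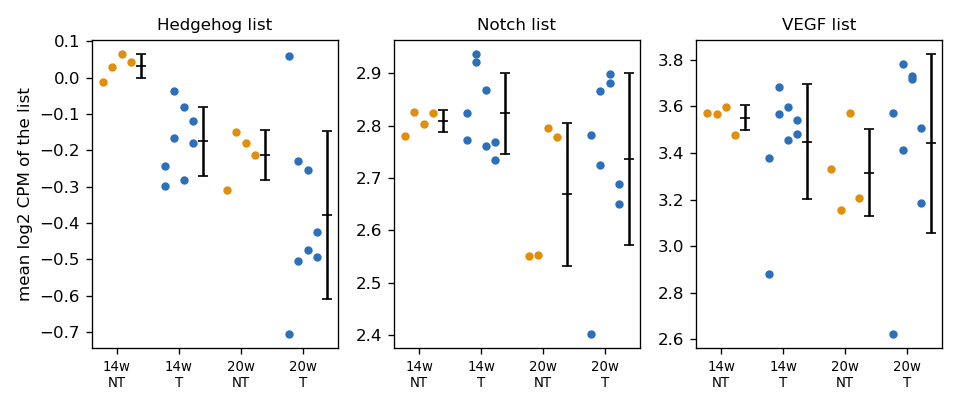
Scores of the Hedgehog, Notch and VEGF lists (mean log2 CPM) in NT samples (orange) and single tumor nodules (blue) of 4 DEN-treated rats at 14 and at 20 weeks. Bars show mean ± SD.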

Other gene sets, such as Hedgehog signaling, MTOR1 signaling, PI3K AKT MTOR signaling, VEGF signaling or Notch signaling, showed a high heterogeneity in their enrichment scores in different tumors, which is also typical of human liver cancer [18,19,20]. 

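Many genes of the human over-expressed list had already risen in NT liver, where 17 of 21 tested passed the tumor threshold at 8 weeks, 18 of 22 at 14 weeks and 10 of 21 at 20 weeks (edgeR quasi-likelihood with Benjamini-Hochberg adjustment). At the stricter threshold for NT liver 12, 16 and 5 passed. The count at the tumor threshold was added after the others had been seen. Between tumors and NT liver at 20 weeks 0 of them passed, or 12 when adjusted over the list alone. With the rat as block 14 passed, and with DESeq2 8. Gpc3, for example, stood at 5.73 ± 2.30 CPM in nodules and 2.75 ± 2.03 CPM in NT liver at 20 weeks (SD, n = 4, log2 fold change 1.07, SE 0.47, edgeR quasi-likelihood without the block, Benjamini-Hochberg adjusted p = 0.198). The paper reasons from genes shared with human tumors, from enriched human gene sets and from varied pathway scores, and proposes that the nodules share molecular features with human liver cancer.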

Altogether these results suggest that DEN-induced liver tumors in our rat model share remarkable genetic and molecular characteristics with human HCC, especially with HCC associated with high proliferation.

### 3.3. DEN-Induced Modulations of the Tumor Immune Microenvironment

The immune system has been shown to play crucial roles in the development of liver cancer [21]. To detail the DEN-induced modulations of the inflammatory microenvironment in the liver that contribute to HCC development, we used an immune-mediated cancer field (ICF) gene expression signature associated with the development of human HCC. ICF molecular subclass was stratified based on lymphocyte infiltration and on the activation of either immunosuppressive or pro-inflammatory signals, as presented previously [22]. We observed that DEN treatment was strongly associated with the high-infiltrate ICF signature after 8 weeks of injections (Figure 4a), which was confirmed by the upregulation of CD4 and CD8 mRNA at 8 weeks, compared to 0 weeks (Figure 4b). 

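The immune signature of Figure 4a was not analysed here, and general markers of leukocytes and lymphocytes were read from the same 8-week libraries. Ptprc (CD45) rose from 12.7 ± 2.77 to 25.3 ± 1.74 CPM (SD, n = 4 per group, log2 fold change 1.01, SE 0.14, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000446). Cd8a rose from 2.07 ± 0.41 to 3.75 ± 0.40 CPM (0.87, SE 0.17, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00342), below the log2 threshold of 1. Cd4 did not change, with 16.1 ± 3.87 and 16.1 ± 1.83 CPM (0.01, SE 0.16, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.958). Bulk RNA does not show which cells carried Cd4, so CD4 T cells cannot be judged from it. The qPCR of the paper took rats before any injection as reference, not no DEN rats of the same age. Scores of all 46 immune cell markers of Danaher et al. averaged 0.0998 ± 0.0448 in NT liver and -0.67 ± 0.17 without DEN (difference 0.77, exact two-sided permutation p = 0.0286).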

Similarly, a GSEA of RNA-seq data of hepatic tissue from DEN-treated rats showed enrichment for genes involved in TNF signaling via NF-κB and inflammatory responses (Figure S4a). 

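A list of 20 NF-kB target genes was scored in place of the hallmark sets, which were not used here. Its score rose in NT liver by 0.29 at 8 weeks (n = 4 per group), by 0.52 at 14 weeks (2.32 ± 0.11 against 1.80 ± 0.06, SD) and by 0.46 at 20 weeks (2.08 ± 0.20 against 1.62 ± 0.04). At each time all DEN-treated rats lay above all no DEN rats (exact two-sided permutation p = 0.0286). The 20-week difference ranged from 0.38 to 0.54 when single rats were left out. Tnf, a gene of this list, had 0 counts in every library, and the cause was not tested. The paper measured TNF protein in livers of this model by ELISA, so the missing counts do not show that Tnf was not expressed.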

The relative expression of genes based on the Danaher inflammation signature, a robust gene signature for tumor-infiltrating immune cells [23,24], indicated that intrahepatic T cells and macrophages were promoted by 8 weeks of DEN-injections (Figure S4b). Similarly, immuno-histochemistry corroborated these data, showing an increased CD68^+^ cell accumulation in the liver already detectable after 8 weeks of DEN treatment (Figure 4c). 

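The T cell score (6 genes) rose by 1.27 at 8 weeks, from -2.14 ± 0.26 to -0.86 ± 0.14 (SD, n = 4 per group, exact two-sided permutation p = 0.0286). Of its 5 tested genes all rose and 3 passed the threshold, among them Cd3d with 0.613 ± 0.039 against 0.168 ± 0.097 CPM (log2 fold change 1.87, SE 0.38, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00351). Cd6 (1.61) and Cd3g (1.73) were the others. The macrophage score (3 genes) rose by 0.48, from 3.36 ± 0.36 to 3.84 ± 0.08 (exact two-sided permutation p = 0.0857). Here Cd84 passed (1.13, SE 0.25), Cd68 rose below the log2 threshold (0.65, SE 0.16, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0107) and Cd163 fell by 0.34. Of the other cell types, 3 of 5 tested B cell genes, 1 of 7 cytotoxic genes and 1 of 2 neutrophil genes passed, and 0 of 2 mast cell genes and 0 of 1 CD8 T cell gene. Over all types 28 of 33 tested genes were higher and none passed downwards. The T cell genes lie below 1 CPM, and a rise in bulk RNA does not separate more cells from more RNA per cell.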

The HCC nodules were strongly associated with the pro-tumorigenic immunosuppressive ICF subclass at 14 weeks (Figure 4a) and, accordingly, the flow cytometry analysis of the intrahepatic cells revealed a lower frequency of CD8^+^ T cells in tumoral compared to non-tumoral tissue (Figure 4d), while the frequency of T_reg_ per CD4^+^ T cells was increased (Figure 4e). The protein-based analyses of IFN-γ and TNF-α confirmed these findings, showing significantly lower levels of pro-inflammatory cytokines in tumoral parts compared to non-tumoral parts (Figure 4f). Next, we focused on the immune checkpoint molecules that are known to be expressed and involved in human HCC. In our rat model, we observed that genes coding for immune checkpoint molecules, such as lgals9 (Galectin 9), cd44, cd48, cd276 (B7H3), or tnfrsf9 (4-1BB), were modulated by DEN injections (Figure S5), suggesting their involvement in tumor microenvironment modulations. 

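In NT liver Cd276 rose by a log2 fold change of 3.39 (SE 0.19) at 14 weeks and Cd44 by 1.61 (SE 0.19), 2.40 (SE 0.19) and 1.66 (SE 0.26) at 8, 14 and 20 weeks. For Cd44 the edgeR quasi-likelihood, Benjamini-Hochberg adjusted p was at most 0.00159. Cd48 passed only at 14 weeks (1.12, SE 0.14), with 0.98 at 8 weeks and 0.72 at 20 weeks. Lgals9 did not rise: it changed by -0.14 at 8 weeks (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.304), -0.70 at 14 weeks and -0.64 at 20 weeks. In tumors it fell past the threshold, by 0.71 at 14 weeks and 0.85 at 20 weeks (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00131 and 0.000555). Tnfrsf9 passed at 8 weeks (1.59, SE 0.26) and not at 14 weeks (1.38, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0362) or 20 weeks (0.52). Tumor values of Cd44 were 2.73 (SE 0.20) and 2.66 (SE 0.27), and of Cd48 0.88 and 0.69, all past the tumor threshold.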

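Taken over all immune markers, tumors at 20 weeks scored -0.25 ± 0.27 and NT liver of the same rats -0.25 ± 0.25 (SD, n = 4, exact two-sided permutation p = 1). With nodule 1 alone the tumor score was -0.27 ± 0.20 and with nodule 2 alone -0.20 ± 0.29. Against NT liver scored in the same setting, these differed by -0.087 and -0.028. At 14 weeks the SD between rats was larger in tumors than without DEN for some checkpoint genes and smaller for others. It was 3.56 against 0.520 CPM for Tnfrsf14, whose mean rose as well, and 1.28 against 0.668 CPM for Lag3. It was 0.209 against 0.701 CPM for Cd274, whose mean fell as well, and 0.085 against 0.225 CPM for Icos (n = 4 per group). The SD was not scaled by the mean, so the smaller value for Cd274 does not show less spread relative to its mean. These genes were picked after their values were seen. Immune scores of single nodules were not tested for spread. From the patterns of immune genes across nodules the paper concludes that the immune environment of the tumors is heterogeneous.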

To conclude, we observed an extensive tumor immune microenvironment heterogeneity in the tumor nodules of DEN-induced rats (Figure 4a, Figure S4b) which is one of the typical hallmarks of tumor evolution and progression in human HCC [25].

## 4. Discussion

Newly developed drugs for HCC should be pre-clinically tested in an appropriate animal model that is well characterized and mimics major oncogenic events and tumor microenvironment modulations observed in human hepatocarcinogenesis. HCC animal modelling has historically relied on the use of a variety of carcinogens (such as DEN) that efficiently induce liver tumors in mice or rats. However, the detailed characteristics of the tumor and tumor microenvironment of these models often remain unknown, and therefore their validity in faithfully modelling human HCC is unclear. 

A classical mouse model of DEN-induced HCC uses a single injection with DEN at postnatal day 15, which later leads to the formation of a tumor after 25 weeks [26], but does not induce chronic inflammation or liver fibrosis. Since human HCC is almost universally linked with chronic inflammation and fibrosis, it is not surprising that these DEN-induced mouse models result in tumors that are distinct from human HCC [26,27], although recent analyses suggest similarities between the mouse DEN-induced HCC and alcohol-induced HCC in patients [28]. To overcome the absence of fibrosis, a classical mouse DEN-induced HCC needs to be combined with the repeated injection of a pro-fibrogenic agent CCl4 [29] to simulate the features of human liver fibrosis. 

By contrast, a classical rat model of DEN-induced HCC is based on chronic exposure to DEN which, by itself, leads to chronic inflammation and fibrosis, followed by HCC after 14–20 weeks [5,6,30]. However, while the DEN-induced mouse model of HCC is well described and characterized, there is still limited information about the DEN-induced rat model, despite this model being widely used in preclinical testing to target liver fibrosis and HCC [5,6,30,31,32,33]. Here, we performed a characterization, including an RNA-seq analysis, to identify the molecular signatures associated with DEN-induced liver cancer development in rats and compared them with the expression profiles of human HCC. We observed that the development of DEN-induced HCC in the rat is associated with liver damage, hepatocytes proliferation, liver fibrosis/cirrhosis, disorganized vasculature and chronic inflammation; all these patterns are also associated with human HCC. 

Importantly, the gene expression patterns of DEN-induced HCC in the rat were found to be similar to human HCC expression profiles. Most of the top 25 genes overexpressed in human HCC were also upregulated in DEN-induced tumors in rats. Notably, GSEA also revealed that DEN-induced tumors in rats are strongly enriched in genes associated with a human HCC “high proliferation” subtype [17]. In addition, we observed a significant enrichment in the gene set related to Myc targets in tumor tissue compared to nontumoral tissue, while the TGF beta-Wnt pathway was not affected in this rat model, which recalls the previously proposed proliferative subtype S2 [34,35]. 

A key step in human HCC progression is EMT [36], a complex process that allows epithelial cells to gain mesenchymal features, including properties of migration and invasiveness. Furthermore, EMT was also one of the key processes involved in DEN-induced hepatocarcinogenesis in rats, suggesting that this model can be used to preclinically test new treatments targeting EMT. 

Human HCC is a very heterogeneous disease and tumor heterogeneity seems to be even more complex in multifocal HCC patients than in patients with single tumor in the liver [20]. The most frequently altered pathways in human HCC involve growth factor receptors, such as VEGFR, EGFR, FGFR, IGFR, and their intermediates, including PI3K -AKT-MTOR. Other key altered pathways are related to cell differentiation, including Wnt/β-catenin, JAK/STAT, Hedgehog or Notch signaling pathways. Notably, we observed a high heterogeneity in the pathway alterations involved in the development of DEN-induced tumors in rats, which is typical for HCC models that are developed based on the induction of chronic liver inflammation [3,27]. Moreover, the formation of neoplastic lesions and dysplastic nodules may have contributed to the heterogeneity of the molecular findings. The mutational landscape of chronic DEN-induced HCC in Sprague-Dawley rats was recently presented, showing heterogeneous mutation signatures matched with the previously identified signatures for human liver cancers [37]. 

HCC tumors are complex ecosystems also incorporating non-tumoral cells. Today it is clearly established that the tumor micro-environment, in particular the dysfunctional immune system, largely contributes to HCC development. Humanized rodents would represent one of the most ideal preclinical models for the testing of therapies targeting the tumor-immune system interface [3]. However, they are not yet well established in the HCC field and it is therefore necessary to evaluate whether currently used models recapitulate the tumor-immune system interactions observed in human HCC. Our results show that the immune system is strongly modified by DEN injections, shifting from a high immune infiltrate profile at the beginning to a more immunosuppressive profile at the time of HCC occurrence, which probably further contributes to the progression of HCC. Indeed, the tumor nodules were characterized by diminished levels of inflammatory cytokines IFNγ and TNFα when compared to non-tumoral tissue, while the intratumoral frequency of T_reg_ was enhanced, which is classically associated with HCC progression and poor survival [21,38,39,40]. Interestingly, the gene expression of several immune checkpoint molecules in the DEN-induced tumor microenvironment is clearly different from the immune checkpoint landscape associated with human HCC. Other immune checkpoint molecules seem to be classically expressed at the gene level, and they are modulated during DEN treatment. 

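Cd276 encodes B7-H3. In liver without DEN it stood at 4.52 ± 1.40 CPM at 8 weeks and 3.31 ± 0.79 CPM at 20 weeks, and in NT liver of DEN-treated rats at 19.5 ± 3.10 and 19.5 ± 5.27 CPM (SD, n = 4 per group). The log2 fold changes were 2.13 (SE 0.20) and 2.56 (SE 0.22), with edgeR quasi-likelihood, Benjamini-Hochberg adjusted p values of 5.83e-05 and 0.000214. Tumors reached 44.8 ± 2.79 CPM at 14 weeks and 36.9 ± 9.81 CPM at 20 weeks, 3.60 (SE 0.18) and 3.34 (SE 0.23) above liver without DEN on the log2 scale. Against NT liver the changes were 0.24 and 0.79 without using the pairing by rat (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.459 and 0.110). With the rat as block they were 0.25 and 0.78 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.205 and 1.80e-05), so the 20-week difference passed only when paired or in 3 of the other 13 settings. Every alternative setting kept the differences from no DEN liver past their thresholds.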

For instance, B7-H3, the key inhibitor of tumor antigen-specific immune response, is increased in hepatocarcinogenesis in the DEN-induced rat model, which is of interest since B7-H3 is considered as an attractive future target for antibody-based immunotherapy [41]. 

Overall, our results show that the model of DEN-induced HCC in rats largely mimics the process of human hepatocarcinogenesis. Still, the main limitation is the rat immune system, which is partially distinct from the human immune system. Thus, all discrepancies in immune responses, including differences in the immune checkpoint landscape, should be taken into account when using this model for preclinical studies of HCC.

## 5. Conclusions

The model of DEN-induced HCC in rats largely recapitulates the pathogenesis of HCC seen in humans and is a relevant animal model for drug development and preclinical testing in the HCC field. 

In conclusion, we expect that these results will help the HCC field to better tailor the use of the DEN-induced rat liver cancer model for testing specific experimental hypotheses or to perform preclinical testing. 

## Figures and Tables

**Figure 1:**
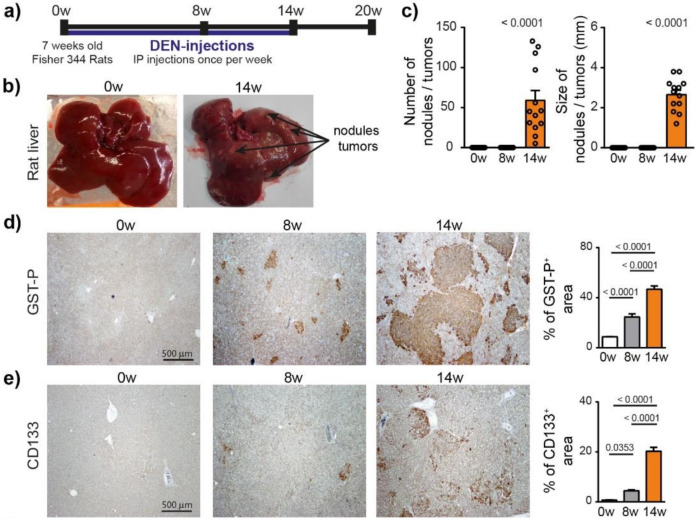

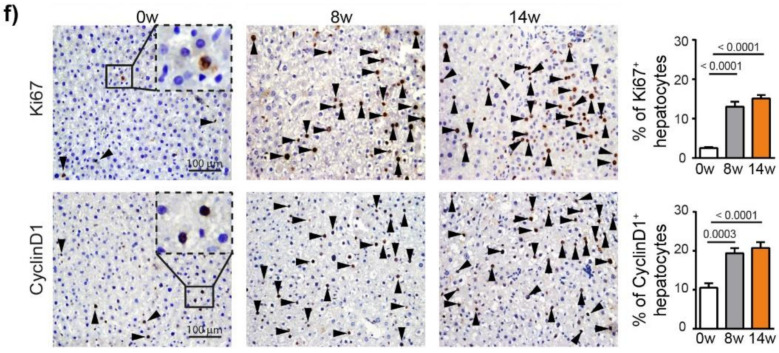
Chronic DEN-induced hepatocarcinogenesis is associated with high hepatocyte proliferation. (**a**) Timeline protocol to characterize DEN-induced cirrhotic rat model of HCC. Seven-week-old Fisher 344 rats were injected weekly by DEN (50 mg/kg per week). The term 0 w indicates the baseline before DEN injections, 8 w indicates 8 weeks of DEN injections, 14 w indicates 14 weeks of DEN injections and 20 w indicates 14 weeks of DEN injections followed by 6 weeks of no DEN. (**b**) Representative pictures of rat liver at 0 w and 14 w. (**c**) Macroscopic examination of livers with assessment of tumor number at the surface of livers and tumor size (average of diameter of the five largest tumors). Each circle represents an individual animal, mean ± SE, *n* = 13/group. (**d**) Representative images of GST-P (4× magnification) and quantification of GST-P+ surface area per high power field (HPF). Mean ± SE, *n* = 9/group. (**e**) Representative images of CD133 staining (4× magnification) and quantification of CD133^+^ surface area per HPF. (**f**) Representative images of nuclear Ki67 and CyclinD1 staining (20× magnification-black arrows) and quantification of nuclear Ki67^+^ and CyclinD1^+^ hepatocytes per HPF. Mean ± SE, *n* = 9/group. The comparison of means was performed using the ANOVA test with Tukey correction, w = weeks.

**Figure 2:**
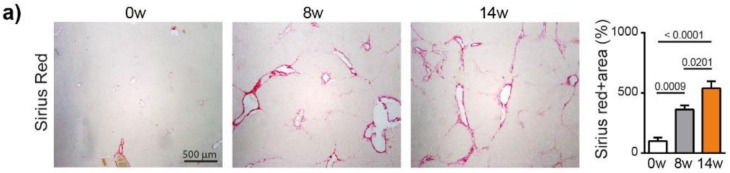

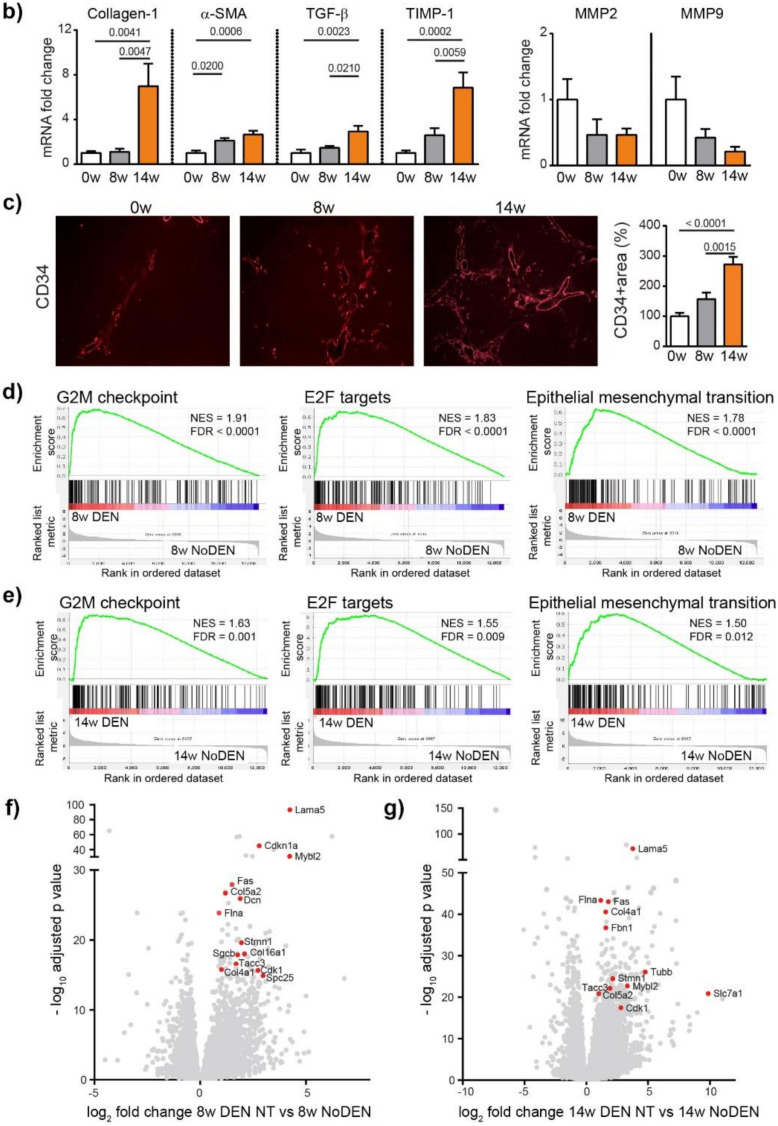
Chronic DEN induces fibrosis and abnormal vasculature. (**a**) Representative images of liver tissue stained with Sirius red (4 × magnification) and quantification of Sirius red-stained area per high power field (HPF) represented on bar graph; 0 w was set as 100%. Values are mean ± SE, *n* = 9/group. (**b**) qPCR analysis of collagen1, α-SMA, TGF-β, TIMP1, MMP2 and MMP9 gene expression in non-tumor liver samples; 0 w was set as 1, values are mean ± SE, *n* = 9/group. (**c**) Representative images of CD34 immunofluorescence staining in liver tissue and quantification of percentage of CD34-stained surface area per HPF (4× magnification). Zero weeks was set as 100%. Values are mean ± SE, *n* = 8–9/group. The comparison of means was performed using the ANOVA test with Tukey correction. The symbol w = weeks. (**d**,**e**) Gene Set Enrichment Analysis (GSEA) of RNA-seq data showing the top 3 gene sets that were significantly enriched after 8 weeks (**d**) or 14 weeks (**e**) of DEN injections compared to the non-treated animals of the same age (8 w no DEN or 14 w no DEN, respectively). NES = normalized enrichment score; FDR = false discovery rate. (**f**,**g**) Volcano plot displaying differential gene expression analysis of RNA-seq data. The log-transformed adjusted *p*-values are plotted on the y-axis and log2 fold change values comparing 8 w DEN vs. 8 w no DEN (**f**) or 14 w DEN non-tumoral vs. 14 w no DEN (**g**) are plotted on the *x*-axis, with significancy threshold for a relative expression fold change ≤ −2.0 or ≥ 2.0 and adjusted *p* ≤ 0.01. The red dots represent only the top upregulated genes related to the three top gene sets. The symbol w = week, NT = non-tumoral.

**Figure 3:**
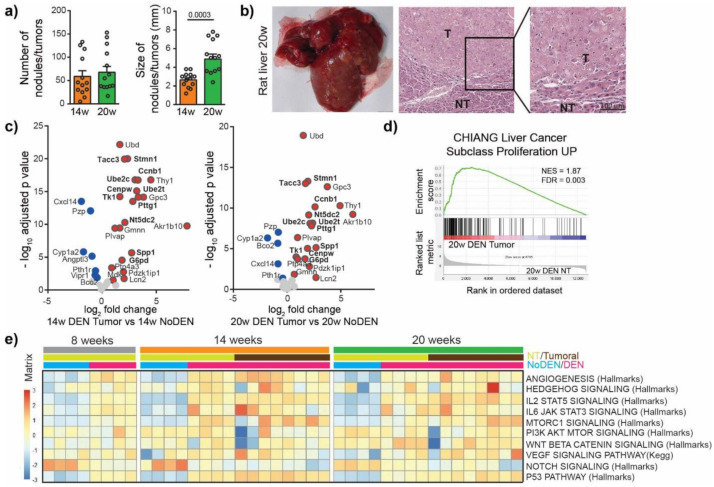
DEN-induced rat model of HCC shows genetic and molecular similarities with human HCC. (**a**) Macroscopic examination of livers with assessment of tumor number at the surface of livers and tumor size (average of diameter of the five largest tumors). Each circle represents an individual animal, mean ± SE, *n* = 13/group. Comparison of means was performed by unpaired *t* test. (**b**) Representative picture of rat liver at 20 w and representative images of hematoxylin and eosin (H&E)-stained sections proving HCC, (20× magnification). T = tumor, NT = Non-tumor tissue. (**c**) Volcano plot displaying differential gene expression in tumors at 14 w (left) and 20 w (right) by RNA-seq. The log-transformed adjusted *p*-values are plotted on the y-axis and log2 fold change values on the *x*-axis, with the threshold for a relative expression fold change ≤ −0.5 or ≥ 0.5 and adjusted *p* ≤ 0.05. Significantly over-expressed genes (red circles) and under-expressed genes (blue circles) in DEN-induced tumors based on top 25 over-expressed and top 25 under-expressed genes in human HCC. Only the top 25 over-expressed and top 25 under-expressed genes in human HCC are shown in this volcano plot. Genes whose high expression is associated with unfavorable prognosis in human liver cancer are marked in bold. (**d**) Gene Set Enrichment Analysis (GSEA) of RNA-seq data from 20 w DEN tumor tissue showing the enrichment of genes associated with human liver cancer subclass characterized by increased proliferation. NES = normalized enrichment score; FDR = false discovery rate. w = weeks. (**e**) Heatmap showing the single-sample GSEA scores for gene sets classically associated with the development of human HCC.

**Figure 4:**
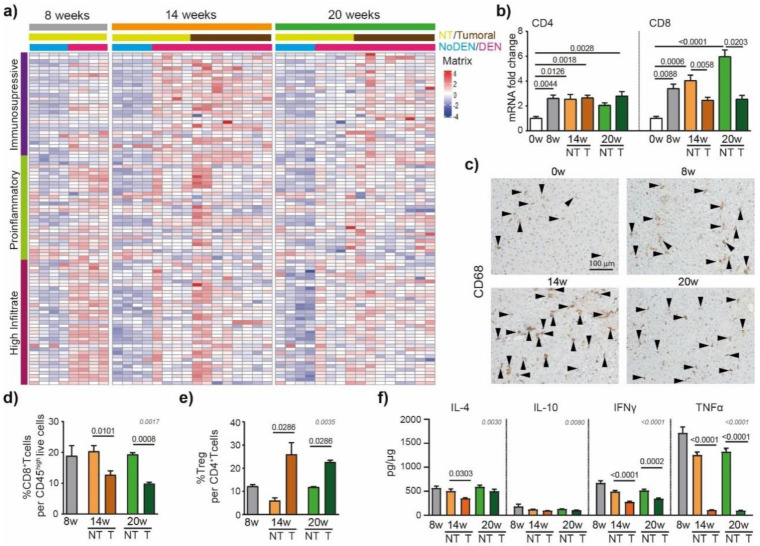
DEN induces modulations of the tumor’s immune microenvironment. (**a**) Heatmap showing the relative expression of genes from the immune-mediated cancer field (ICF) gene expression signature associated with the development of human HCC [22]. Subclasses are stratified based on lymphocyte infiltration and on the activation of either immunosuppressive or pro-inflammatory signals. (**b**) qPCR analysis of CD4 and CD8. The 0 w was set as 1, values are mean ± SE, *n* = 9/group. Comparison of means was performed by ANOVA test with Tukey correction; w = week. (**c**) Representative images of CD68 staining (20× magnification-black arrows). (**d**) Frequency of CD8^+^ T cells per CD45^high^ live cells and (**e**) frequency of Treg (CD25^+^Foxp3^+^) per CD4^+^ T cells in tumoral and non-tumoral liver tissues at 8 w, 14 w and 20 w measured by flow cytometry analysis; values are mean ± SE, *n* = 9/group. (**f**) Interleukin-4 (IL-4), interleukin-10 (IL-10) interferon gamma (INF-γ) and tumor necrosis factor alpha (TNF-α) protein concentration in tumoral and non-tumoral liver tissue at 8 w, 14 w and 20 w measured by Elisa; values are mean ± SE, *n* = 13/group. (**d**–**f**) significant *p*-values (in black) show the comparison between tumoral and non-tumoral values at 14 w and 20 w obtained by Mann–Whitney testing. Comparisons of all the means were performed using the ANOVA test with Tukey correctio; *p*-values in grey.

## Data Availability

The data presented in this study are openly available at NCBI’s Gene Expression Omnibus under the GEO Series accession number GSE182860 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182860, accessed on 31 December 2020).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13194981/s1. Table S1: List of Primers sequences for qPCR analysis. Table S2: Clinical and biological analysis. Table S3: Top 25 over-expressed genes in human HCC based using UALCAN cancer database and the fold change observed in DEN-induced tumors of rat model of HCC. Figure S1: Representative images of hematoxylin and eosin-stained liver tissue sections. Figure S2: Heatmaps showing the relative expression of top 25 over-expressed. Figure S3: Gene set enrichment analysis of tumor tissue versus non-tumoral tissue in DEN treated rat 20 weeks group (14 weeks of DEN injections + 6 weeks no DEN). Figure S4: Gene set enrichment analysis of DEN treated rat versus no DEN treated rats of the same age. Figure S5: Heatmap showing the relative expression of genes for main immune checkpoint molecules.

# Supplementary material for: DEN-Induced Rat Model Reproduces Key Features of Human Hepatocellular Carcinoma
**Source:** Cancers (Basel). 2021 Oct 4;13(19):4981. doi: 10.3390/cancers13194981
**Supplement:** Supplementary file 1

# DEN-Induced Rat Model Reproduces Key Features of Human Hepatocellular Carcinoma

Keerthi Kurma, Olivier Manches, Florent Chuffart, Nathalie Sturm, Khaldoun Gharzeddine, Jianhui Zhang, Marion Mercey-Ressejac, Sophie Rousseaux, Arnaud Millet, Herve Lerat, Patrice N. Marche, Zuzana Macek Jilkova and Thomas Decaens

**Table S1.** List of Primers sequences for qPCR analysis.

| Gene           | Reverse Sequence (5'-3') | Forward Sequence (5'-3') |
|----------------|--------------------------|--------------------------|
| CYCLIN D1      | GGCTCCAGAGACAAGAAACG     | GCGTACCCTGACACCAATCT     |
| COL1           | CTTCTGGGCAGAAAGGACAG     | GCCAAGAAGACATCCCTGAA     |
| $\alpha$ -SMA  | CATCTCCAGAGTCCAGCACA     | ACTGGGACGACATGGAAAAG     |
| TGF- $\beta$ 1 | TGGGACTGATCCCATTTGATT    | ATACGCCTGAGTAGCTGTCT     |
| TIMP1          | TGGCTGAACAGGGAAACACT     | CAGCAAAAGGCCTTCGTAAA     |
| MMP2           | GGGTTTCTTCTGGCTCAGG      | TCTGGCTATCCACAAGACTGG    |
| MMP9           | GGAAAAGGAAGGAGGGTACG     | CCACTCAGGGCCTTCAGAC      |
| CD4            | AGAATAGGATGCAGAGCCCC     | AAGGCTCCTTCTCCAGTC       |
| CD8            | CCAATCCCATTCCCTCCACT     | TTCTGTCGCTGAACCTGCTA     |
| GAPDH          | TTCAGCTCTGGGATGACCTT     | CTCATGACCACAGTCCATGC     |

**Table S2.** Clinical and biological analysis.

| Heading                        | 0 w                  | 8 w                 | 14 w                     | 20 w                              |
|--------------------------------|----------------------|---------------------|--------------------------|-----------------------------------|
|                                | 0 Weeks – Before DEN | 8 Weeks of DEN inj  | 14 weeks of DEN inj      | 14 Weeks DEN inj + 6 Weeks no DEN |
| Albumin (g/dL)                 | 3.23 $\pm$ 0.04      | 3.24 $\pm$ 0.04     | 3.16 $\pm$ 0.03          | 3.37 $\pm$ 0.03                   |
| AST (U/L)                      | 82.2 $\pm$ 8.68      | 69.6 $\pm$ 2.38     | 269 $\pm$ 82.5           | 205.4 $\pm$ 59.5                  |
| ALT (U/L)                      | 53.2 $\pm$ 1.9       | 53.6 $\pm$ 3.1      | 165.2 $\pm$ 44.2*, #     | 104.4 $\pm$ 29.4                  |
| GGT (U/L)                      | 1.0 $\pm$ 0.0        | 1.0 $\pm$ 0.0       | 10.5 $\pm$ 1.6****, ###  | 3.2 $\pm$ 0.7                     |
| PT (s)                         | 44.7 $\pm$ 14.3      | 21.5 $\pm$ 1.0      | 24.9 $\pm$ 3.4           | 36.8 $\pm$ 16.6                   |
| Total Bilirubin (mg/dL)        | 0.17 $\pm$ 0.02      | 0.23 $\pm$ 0.01     | 0.42 $\pm$ 0.02****, ### | 0.23 $\pm$ 0.01                   |
| Creatinine (mg/dL)             | 0.20 $\pm$ 0.00      | 0.30 $\pm$ 0.00**** | 0.37 $\pm$ 0.02****, ### | 0.39 $\pm$ 0.01****, ###          |
| Liver fibrosis, METAVIR score; | F0: 89%              | F1: 56%             | F2: 44%                  | F1: 22%                           |
| F0/F1/F2/F3/F4 %               | F1: 11%              | F2: 33%             | F3: 22%                  | F2: 44%                           |
|                                |                      | F3: 11%             | F4: 33%                  | F3: 33%                           |

Clinical and biological analysis: AST, aspartate aminotransferase; ALT, alanine aminotransferase; GGT, Gamma-glutamyl transpeptidase; PT, Prothrombin time; Values are means  $\pm$  SE. Significant difference compared to 0 w; \*:  $p < 0.05$ ; \*\*:  $p < 0.01$ ; \*\*\*:  $p < 0.001$ ; \*\*\*\*:  $p < 0.0001$ . Significant difference between 8 w and 14 w; ###:  $p < 0.001$ ; ####:  $p < 0.0001$ . w = week.

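Among genes over-expressed in human tumors, Gpc3 rose by a log2 fold change of 3.78 (SE 0.39) in rat tumors at both 14 and 20 weeks, and Spp1 by 2.71 (SE 0.33) and 2.77 (SE 0.69, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00748 at 20 weeks). Pttg1 rose by 2.83 and 2.28, Ube2t by 3.17 and 2.36, Cenpw by 3.32 and 1.89, Nt5dc2 by 2.09 and 2.02, and Pdzk1ip1 by 1.95 and 2.12. Changes of Tk1 (1.63 and 0.84), Plvap (1.17 and 0.98) and Ptp4a3 (0.86 and 0.97) were smaller. No DEN libraries held at most 3 counts of Akr1b10 at both times and of Thy1 at 20 weeks. Taking 3 counts as their limit, Akr1b10 was at least 39.1-fold higher in tumors at 14 weeks and at least 24.1-fold at 20 weeks, and Thy1 at least 12.7-fold at 20 weeks.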

**Table S3.** Top 25 over-expressed genes in human HCC based using UALCAN cancer database and the fold change observed in DEN-induced tumors of rat model of HCC.

| Top 1-25 | Gene     | Human HCC        |                       |                 | DEN-Induced Rat Model of HCC |                           |             |                 |
|----------|----------|------------------|-----------------------|-----------------|------------------------------|---------------------------|-------------|-----------------|
|          |          | Tumor vs. Normal | Unfavorable Prognosis |                 | 14w Tumor vs. 14w No DEN     | 20 w Tumor vs. 20 w NoDEN |             |                 |
|          |          | Fold Change      | <i>p</i> -value       | <i>p</i> -value | Fold Change                  | <i>p</i> -Value           | Fold Change | <i>p</i> -value |
| 1        | GPC3     | 94.5             | <0.0001               | <i>ns</i>       | 14.1                         | <0.0001                   | 13.5        | <0.0001         |
| 2        | LCN2     | 36.0             | <0.0001               | <i>ns</i>       | 4.1                          | 0.0180                    | 6.5         | 0.0347          |
| 3        | SPP1     | 34.3             | <0.0001               | <0.0001         | 6.6                          | <0.0001                   | 6.5         | <0.0001         |
| 4        | UBE2C    | 33.1             | <0.0001               | <0.0001         | 8.2                          | <0.0001                   | 4.4         | <0.0001         |
| 5        | PTTG1    | 26.2             | <0.0001               | <0.0001         | 7.2                          | <0.0001                   | 4.9         | <0.0001         |
| 6        | SFN      | 24.2             | <0.0001               | <0.0001         | NA                           |                           | NA          |                 |
| 7        | MDK      | 20.7             | <0.0001               | 0.0057          | 2.0                          | 0.0311                    | 0.9         | <i>ns</i>       |
| 8        | UBE2T    | 18.6             | <0.0001               | <0.0001         | 9.2                          | <0.0001                   | 5.2         | <0.0001         |
| 9        | CCNB1    | 17.8             | <0.0001               | <0.0001         | 10.0                         | <0.0001                   | 6.1         | <0.0001         |
| 10       | AKR1B10  | 16.1             | <0.0001               | 0.0022          | 229.8                        | <0.0001                   | 70.4        | <0.0001         |
| 11       | NDUFA4L2 | 13.8             | <0.0001               | 0.0230          | 2.4                          | <i>ns</i>                 | 1.6         | <i>ns</i>       |
| 12       | NT5DC2   | 11.7             | <0.0001               | <0.0001         | 4.3                          | <0.0001                   | 4.1         | <0.0001         |
| 13       | PLVAP    | 11.6             | <0.0001               | 0.0042          | 2.3                          | <0.0001                   | 2.0         | <0.0001         |
| 14       | G6PD     | 11.1             | <0.0001               | <0.0001         | 3.6                          | <0.0001                   | 3.2         | 0.0002          |
| 15       | PDZK1IP1 | 11.1             | <0.0001               | 0.2300          | 3.9                          | 0.0017                    | 4.2         | 0.0015          |
| 16       | CENPW    | 10.6             | <0.0001               | <0.0001         | 10.2                         | <0.0001                   | 3.8         | <0.0001         |
| 17       | SPARCL1  | 10.6             | <0.0001               | 0.0016          | 1.4                          | <i>ns</i>                 | 1.4         | <i>ns</i>       |
| 18       | SPINK1   | 10.1             | <0.0001               | 0.0083          | 0.5                          | <i>ns</i>                 | 0.5         | <i>ns</i>       |
| 19       | UBD      | 9.2              | <0.0001               | 0.1600          | 3.1                          | <0.0001                   | 2.9         | <0.0001         |
| 20       | THY1     | 9.1              | <0.0001               | 0.0014          | 22.6                         | <0.0001                   | 30.8        | <0.0001         |
| 21       | PTP4A3   | 8.9              | <0.0001               | 0.0360          | 1.8                          | 0.0004                    | 2.0         | 0.0002          |
| 22       | TK1      | 8.7              | <0.0001               | <0.0001         | 3.1                          | <0.0001                   | 1.8         | 0.0001          |
| 23       | TACC3    | 8.0              | <0.0001               | <0.0001         | 4.2                          | <0.0001                   | 3.3         | <0.0001         |
| 24       | GMNN     | 7.4              | <0.0001               | 0.0029          | 3.1                          | <0.0001                   | 1.6         | 0.0057          |
| 25       | STMN1    | 7.4              | <0.0001               | <0.0001         | 5.1                          | <0.0001                   | 3.8         | <0.0001         |

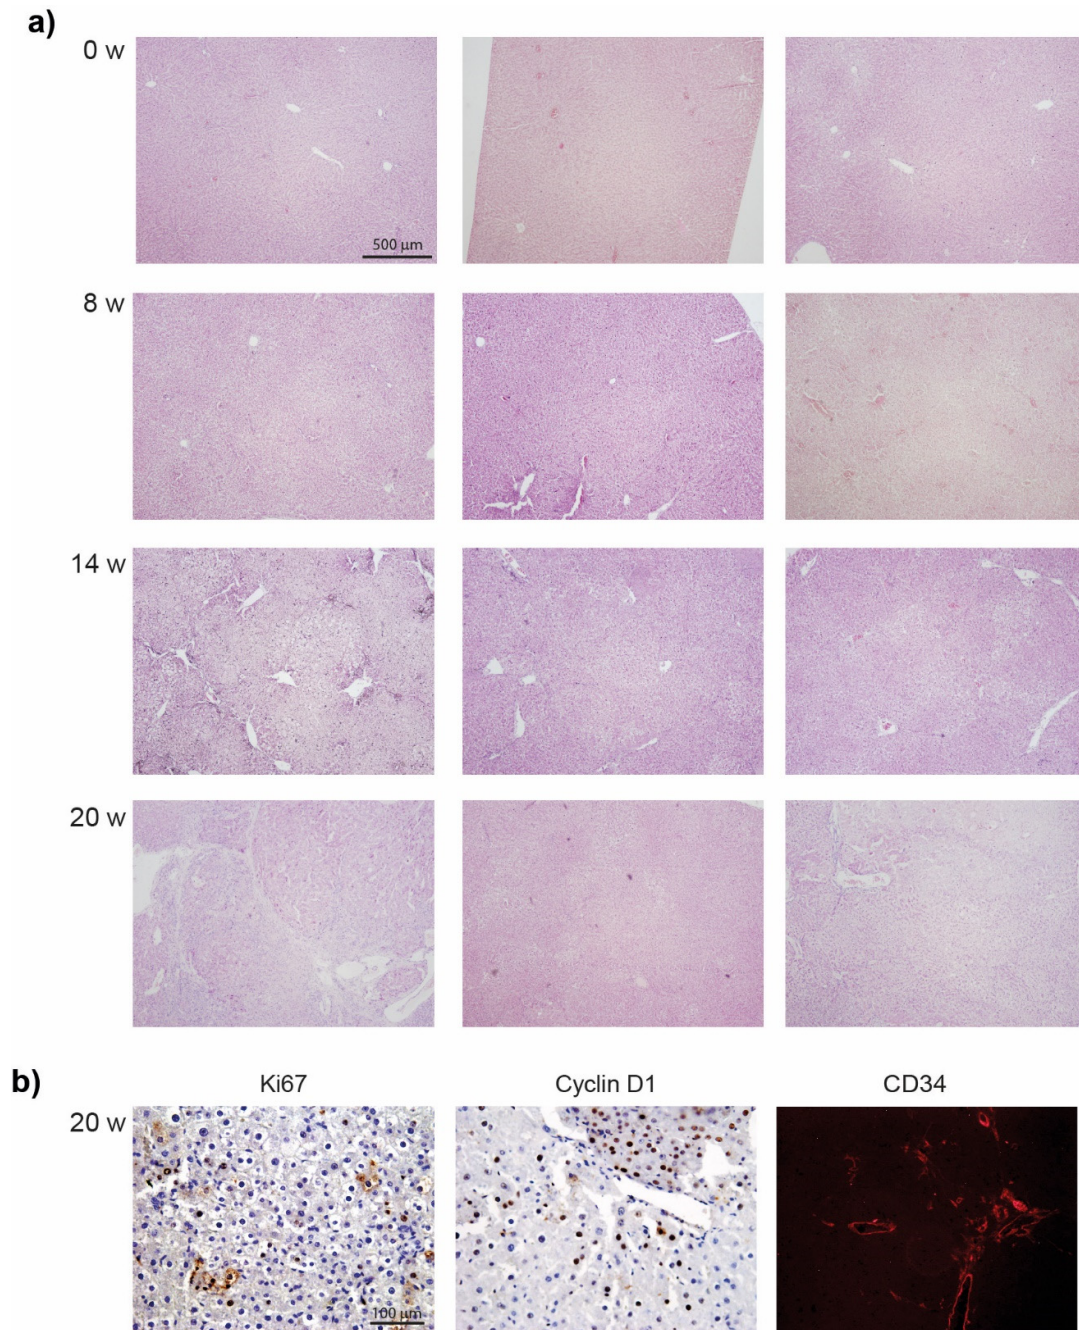

**Figure S1.** (a) Representative images of hematoxylin and eosin (H&E)-stained liver tissue sections (4× magnification). (b) Representative images of nuclear Ki67, CyclinD1 (20× magnification) and CD34 staining in 20 weeks group (4× magnification), w = weeks.

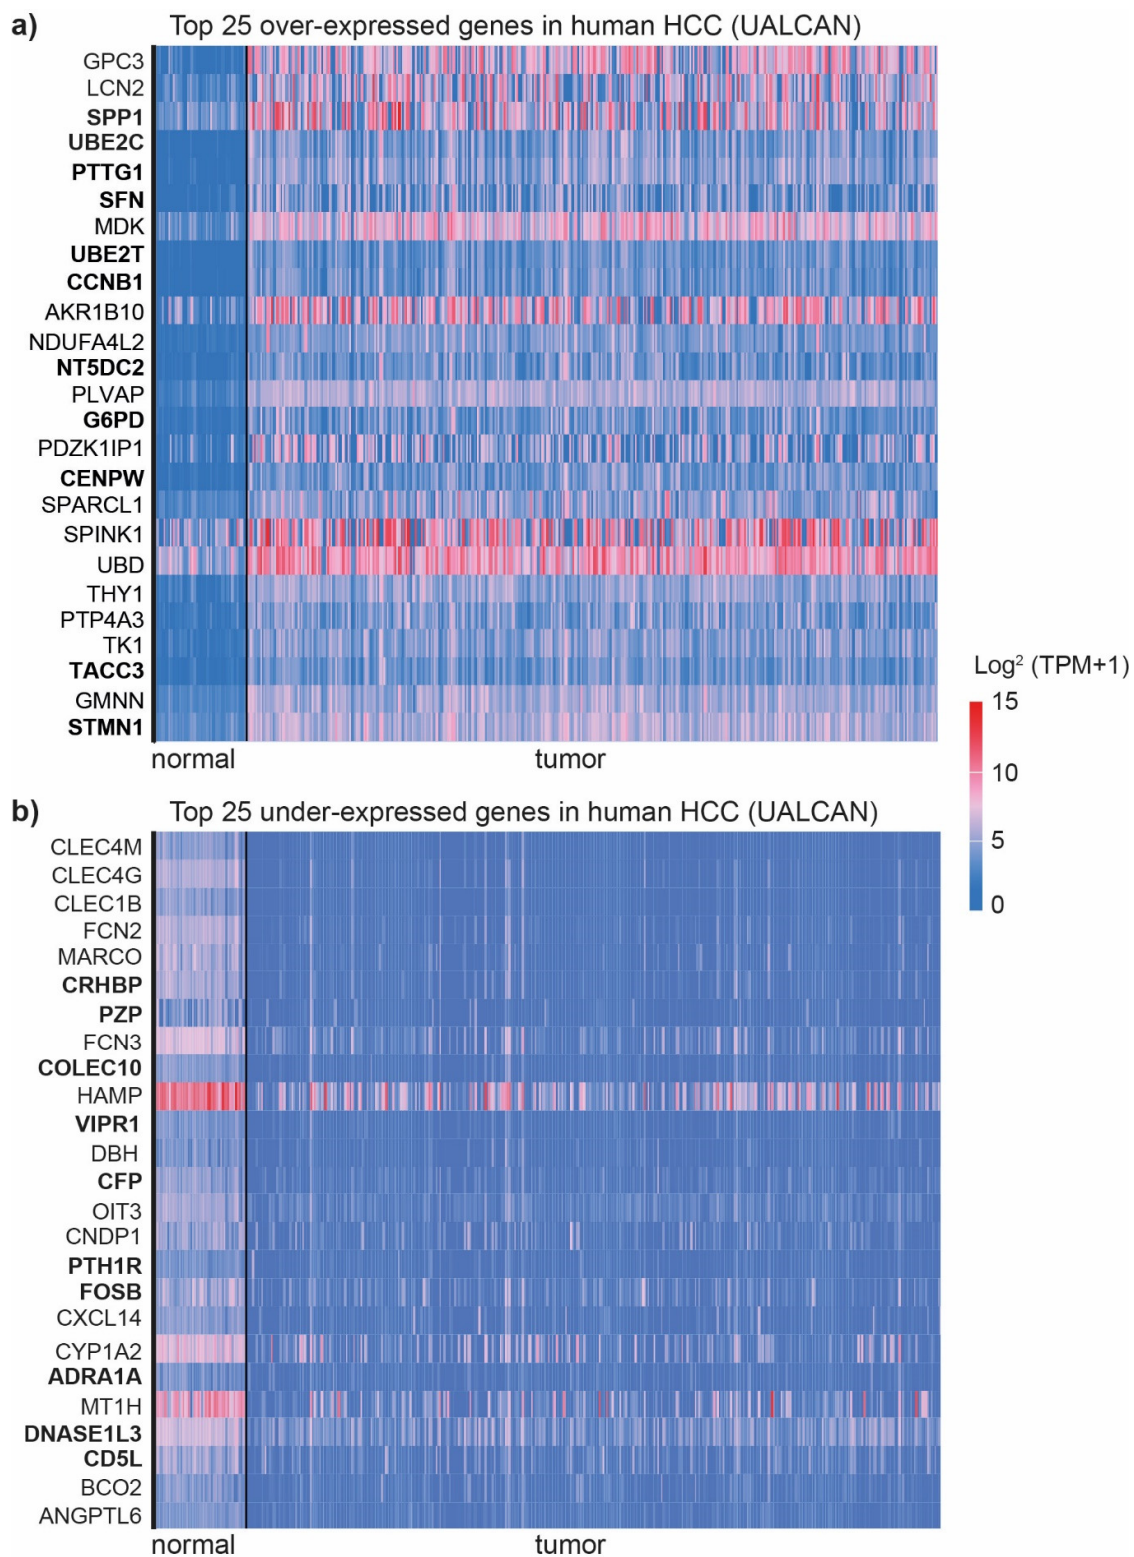

**Figure S2.** Heatmaps showing the relative expression of top 25 over-expressed (a) and top 25 under-expressed genes (b) in human HCC based using UALCAN cancer database.

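Mean expression (CPM ± SD, n = 4 rats per group) of listed genes in tumors and in liver without DEN was compared by edgeR's quasi-likelihood test. At 14 weeks Gpc3 stood at 5.29 ± 2.22 against 0.377 ± 0.129, Spp1 at 3.41 ± 1.16 against 0.516 ± 0.168 and Thy1 at 2.50 ± 0.34 against 0.110 ± 0.030. At 20 weeks Ube2t stood at 2.10 ± 0.65 against 0.411 ± 0.234. Pzp, of the under-expressed list, stood at 4300 ± 463 against 8910 ± 144 CPM at 14 weeks, and Cyp1a2 at 153 ± 79.7 against 544 ± 108 CPM at 20 weeks. Tumor and no DEN rats did not overlap for any of these genes.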

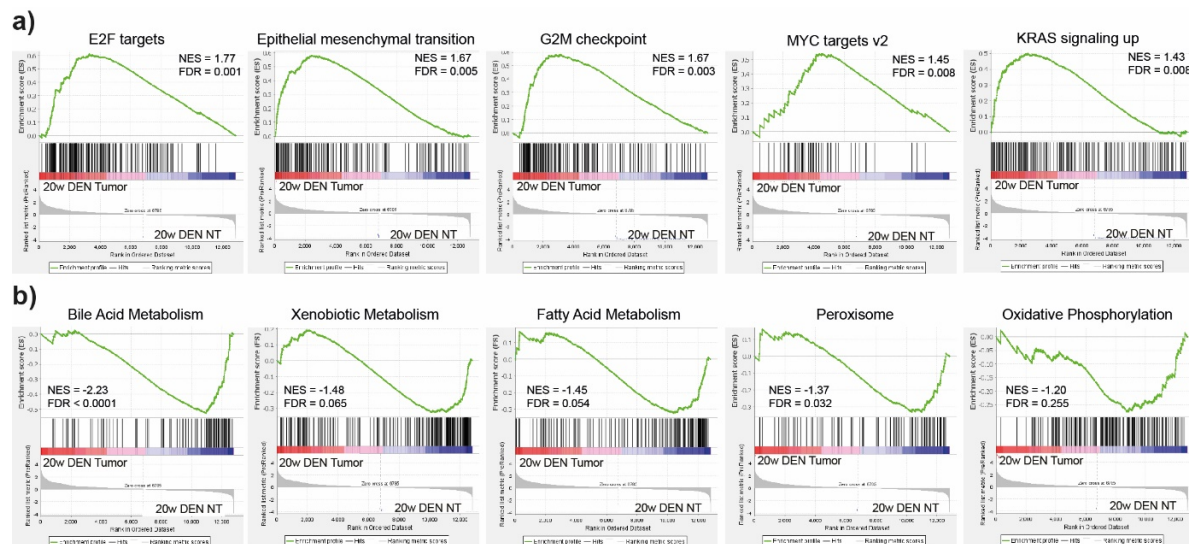

**Figure S3.** Gene set enrichment analysis of tumor tissue versus non-tumoral tissue in DEN treated rat 20 weeks group (14 weeks of DEN injections + 6 weeks no DEN). (a) Top 5 positively enriched gene sets, (b) Top 5 depleted gene sets. NES, normalized enrichment score; FDR, false discovery rate.

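Pre-ranked enrichment of the lists used here was run on all genes ordered by the test of 20-week tumors against NT liver. Normalized scores were 1.99 for S-phase genes (permutation p = 5.91e-06), -2.47 for xenobiotic metabolism (permutation p = 1.61e-08) and -2.16 for fatty acid oxidation (permutation p = 1.40e-05). Peroxisome reached -1.51 (permutation p = 0.0448), oxidative phosphorylation -1.46 (permutation p = 0.0157) and all immune markers 1.03 (permutation p = 0.425). The permutations drew genes, not rats, so these p values do not carry the variation between rats.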

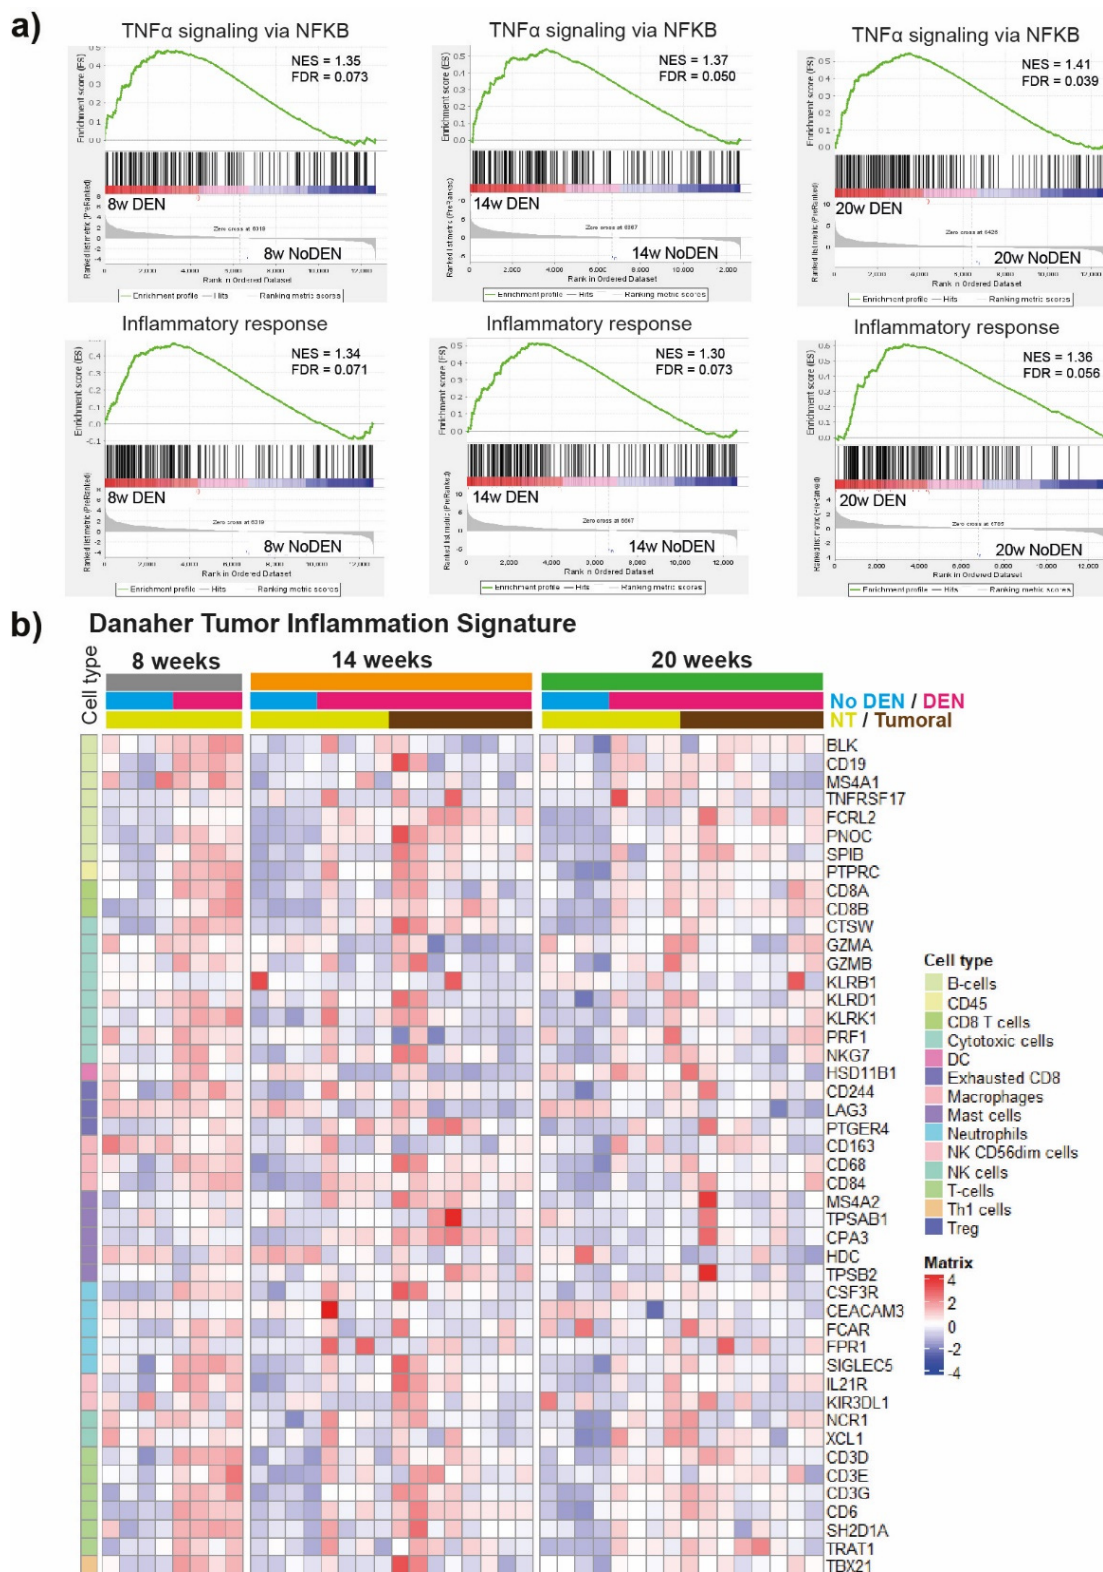

**Figure S4.** (a) Gene set enrichment analysis of DEN treated rat versus no DEN treated rats of the same age. NES, normalized enrichment score; FDR, false discovery rate. (b) Heatmap showing the relative expression of genes from tumor inflammatory signature [1]. Subclasses are stratified based on lymphocyte infiltration and on the activation of either immunosuppressive or pro-inflammatory signals.

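In the pre-ranked enrichment of NT liver against no DEN liver, the NF-kB list scored 1.40 at 8 weeks, 1.35 at 14 weeks and 1.41 at 20 weeks (permutation of genes, p = 0.0811, 0.102 and 0.0787). The IL6 STAT3 list scored 1.05 at 8 weeks (permutation of genes, p = 0.425), 1.33 at 14 weeks and 1.40 at 20 weeks (permutation of genes, p = 0.126 and 0.0811). For IL2 STAT5 the scores were 1.43, 1.27 and 1.53 (permutation of genes, p = 0.0657, 0.184 and 0.0267). The interferon and complement sets of the hallmark collection were not analysed here.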

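All Danaher markers together rose in NT liver by 0.60 at 14 weeks, from -0.83 ± 0.11 to -0.23 ± 0.34, and by 0.80 at 20 weeks, from -1.19 ± 0.26 to -0.39 ± 0.25 (SD, n = 4 per group, exact two-sided permutation p = 0.0286 both times). Counting only genes with a mean of at least 1 CPM, the differences shrank to 0.27 and 0.43. T cell scores rose by 0.85 at 14 weeks (exact two-sided permutation p = 0.0571) and 1.19 at 20 weeks (p = 0.0286). Macrophage scores rose by 0.71 (exact two-sided permutation p = 0.0286), from 3.03 ± 0.20 to 3.74 ± 0.30, at 14 weeks and by 0.52 (p = 0.0857) at 20 weeks. In NT liver, the all-marker score of the 4 F rats was 0.31 above that of the 8 H rats within time points (exact two-sided permutation over 96 arrangements, p = 0.0729).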

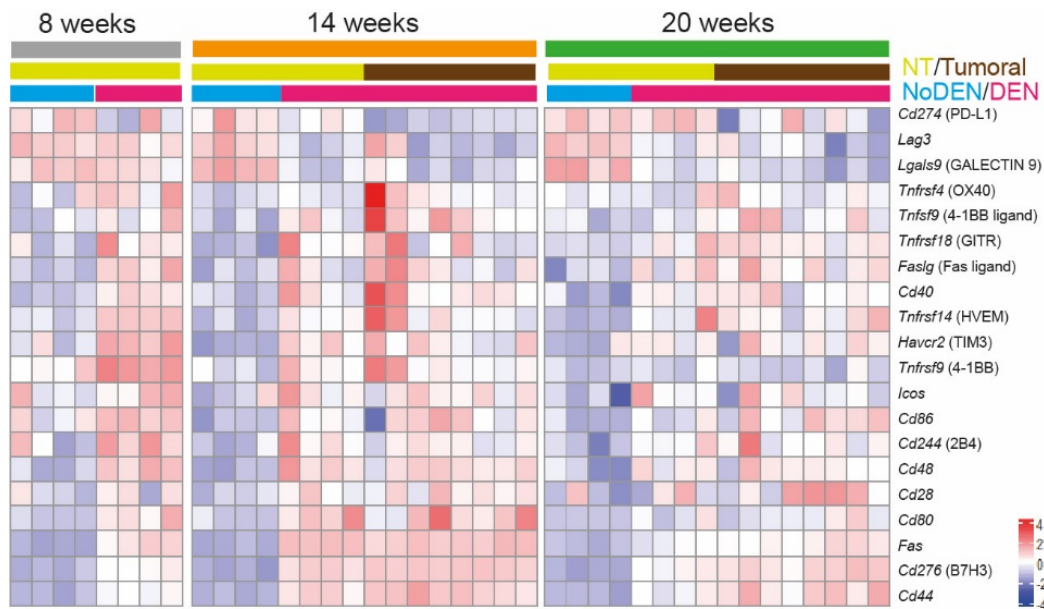

**Figure S5.** Heatmap showing the relative expression of genes for main immune checkpoint molecules.

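Of other checkpoint genes in NT liver, Tnfrsf14 rose by a log2 fold change of 1.27 (SE 0.15) at 8 weeks and 1.04 (SE 0.22) at 14 weeks, and Havcr2 by 2.19 (SE 0.34) at 14 weeks (0.536 ± 0.110 against 0.114 ± 0.032 CPM, SD, n = 4 per group). Lag3 fell by 1.18 (SE 0.22) at 14 weeks (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000997). Cd274 (PD-L1) in tumors at 14 weeks fell by 1.52 (SE 0.34), from 1.78 ± 0.70 to 0.623 ± 0.209 CPM (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00537), and at 20 weeks by 0.83 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0872).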

#### References:

1. Moeini, A.; Torrecilla, S.; Tovar, V.; Montironi, C.; Andreu-Oller, C.; Peix, J.; Higuera, M.; Pfister, D.; Ramadori, P.; Pinyol, R., et al. An Immune Gene Expression Signature Associated With Development of Human Hepatocellular Carcinoma Identifies Mice That Respond to Chemopreventive Agents. *Gastroenterology* **2019**, *157*, 1383-1397, doi:10.1053/j.gastro.2019.07.028.

How the deposited data were processed for this re-analysis (not part of the article)

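Messenger RNA of rat liver was measured by RNA-seq in 40 libraries from 24 rats. DEN was injected weekly at 50 mg/kg for 8 or 14 weeks, and the rats sampled at 20 weeks had gone 6 weeks without it. NT liver was sampled at 8, 14 and 20 weeks, 2 tumor nodules per DEN-treated rat at 14 and 20 weeks, and liver of untreated rats of the same age at all 3 times, with 4 rats in each group. Each library was assigned to its condition and rat from the sample labels alone. The rat numbers in the labels give the pairing: NT liver and both nodules carry the number of the same rat at 14 and 20 weeks.

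The values used were the raw gene counts deposited by the authors, 1 file per library. The authors aligned strand-specific read pairs to the rat genome rn6 and counted pairs on annotated exons with HTSeq, taking the reverse strand, requiring a pair to lie fully within the exons of a gene, and dropping pairs that aligned to several places. No normalization or filter had been applied to these counts, which were checked to be whole numbers for the same 17337 genes in every file. The summary lines of the counting (pairs outside annotated exons, ambiguous pairs and pairs aligned to several places) were kept apart and used only as measures of library quality. Reads were not aligned again here. Gene names were taken as written in the files.

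Counted pairs per library had medians of 33183944 (8 weeks, NT), 28919186 (8 weeks, no DEN), 32185703 (14 weeks, NT), 29421032 (14 weeks, nodules), 33472566 (14 weeks, no DEN), 35674712 (20 weeks, NT), 28307904 (20 weeks, nodules) and 24247558 (20 weeks, no DEN). At the median depth of all libraries a gene at 1 CPM has 30.5 counts, with a sampling error of 18.1%. The libraries carried no unique molecular identifiers, so pairs copied during amplification count more than once and are not independent molecules. Errors of the main group comparisons were therefore taken from the spread between rats and never from counts alone. Over genes with at least 10 counts in a pair of libraries of the same group, the spread was at least 12.9-fold what a Poisson law gives, measured as chi-square per degree of freedom. Albumin took 10.4% to 19.0% of the counted pairs.

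Counts of the 2 nodules of a rat were added before testing, so that each rat gave 1 value per tissue. For each comparison only the 2 groups compared were used. Genes were filtered with filterByExpr, libraries were scaled by TMM, and groups were compared with the quasi-likelihood F test of edgeR 4.0.16 (robust fit, 2-sided) in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested. The paper's methods name DESeq2 and give no design. NT liver was compared with no DEN liver at the paper's thresholds (fold change of at least 2 either way and adjusted p of at most 0.01), and tumors with no DEN liver or NT liver at a log2 fold change of at least 0.5 in size and an adjusted p of at most 0.05. Whether effects differed between 14 and 20 weeks was tested with the interaction of treatment and time at an adjusted p of at most 0.05. Standard errors (SE) of log2 fold changes come from the same fits and SD values from CPM of the rats.

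A list score was the mean of the log2 CPM of the genes of a list (TMM scaling, prior count 2), compared with exact 2-sided permutation tests of the difference of means. The cell-cycle lists come from Seurat 5.3.0. The immune cell genes are those of the Danaher signature. Lists for NF-kB, p53, angiogenesis, IL6 STAT3, IL2 STAT5, Hedgehog, Notch, VEGF, bile acid and fatty acid oxidation were written by hand from general knowledge. Those for xenobiotic metabolism, peroxisome and oxidative phosphorylation took all counted genes of set symbol families, for the peroxisome Pex genes alone. The MSigDB collections and the immune signature of Figure 4a were not used here, and all these lists overlap those sets only in part. The results for NT liver form a family of 30 tests (10 lists at 3 times), those for tumors against NT liver a family of 8, those for change between 14 and 20 weeks a family of 10, and those for spread between nodules a family of 6. Pre-ranked enrichment was run with fgsea 1.28.0 on all tested genes as an alternative to the scores. Lists, tests, thresholds and alternative settings were set before the data were examined, apart from those named as chosen later.

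Single genes were named by a fixed rule: every gene the paper names in its results, Table S3 and the figures with gene labels, the genes behind its antibody and qPCR markers, and per comparison the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold, with a mean of at least 1 CPM and no overlap between the groups. For lists too long to give in full, the genes printed at a claim were picked after their values were seen. Where all libraries of a group held at most 3 counts of a gene, the fold was computed against 3 counts and is given as a lower bound.

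The alternative settings were DESeq2 1.42.0, RLE scaling, no filter on low genes, a fit with all 8 groups, leaving out each rat in turn, leaving out the rats numbered F, each nodule as its own value, nodule 1 or nodule 2 alone, the rat as block, a prior count of 0.5, a minimum mean of 1 CPM, z scores and pre-ranked enrichment. Thinning the largest library to the median size of the other 3 of its group was added after its depth was seen, and the count of human-listed genes in NT liver at the tumor threshold after other counts were seen.

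The steps were tested on simulated counts, drawn from a negative binomial law with means, library sizes and dispersions estimated from the real rats. Known changes were put in, with a log2 fold change of 1.5 in size, or 3 for the interaction. Calls took an adjusted p of at most 0.05 and no fold threshold, so the rates are not those of the stricter NT threshold. With edgeR, 92.3% of 196 changed genes were recovered in an NT comparison at 8 weeks and 7.18% of 195 calls were false. In a tumor comparison at 20 weeks 92.0% of 199 were recovered and 4.69% of 192 calls were false, and for an interaction 96.5% of 199 and 4.48% of 201. DESeq2 recovered 93.5% of 200 and 14.6% of its 219 calls were false. Of 20 unchanged lists, 0 reached a p of at most 0.05 in the pre-ranked enrichment. Genes were drawn independently of each other, so lists whose genes vary together were not tested by this. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

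Gene length and GC content were not tested, since no annotation of the genome build used by the authors was used here. For single genes of the lists, 1 that was tested and counted in all totals is not reported here. Histology, qPCR, flow cytometry and ELISA data were not analysed here.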

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

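The tests of the weekly differences of list scores, of rats numbered F against H, of the p53 score and of the thinned library, the split counts of the fit with the rat as block, and the restriction of the search for single far values to genes with enough counts were all chosen after results had been seen. An earlier search without that restriction was dropped because of genes with almost no counts.

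Single libraries or rats far from the rest of their group were searched for in 596 groups, and 44 were found where about 29.8 come by chance. The excess lay in library measures (6 of 24 groups, 1.2 by chance) and genes (36 of 484, 24.2 by chance), not list scores (2 of 88, 4.4 by chance).

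By depth, the NT sample of rat H26 at 20 weeks stood out with 160622633 counted pairs, against 33915562 in the smallest of its group. Thinned to the median of the other 3, it left 539 genes past the threshold at 20 weeks against 565, so its depth did not make that count. At 14 weeks the NT sample of rat H22 was the smallest of its group (25403461), within the range of the other groups, and no cause was tested.

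Shares of read pairs outside annotated exons stood apart in 3 groups: 24.9% against 24.4% for the NT sample of rat H23 at 14 weeks, 34.5% against 23.0% to 28.2% for nodule 1 of rat F06 at 14 weeks, and 21.5% against 24.1% to 24.2% for the NT sample of rat F03 at 20 weeks. Nodule 1 of rat F03 had 16.3% of its pairs in several places, against 9.38% to 10.9% in the other nodules at 20 weeks. In NT liver, rats numbered F had a lower share outside exons than rats numbered H (difference -1.26 percentage points within time points, exact two-sided permutation over 96 arrangements, p = 0.0417), and their immune score did not differ past the threshold (exact two-sided permutation p = 0.0729). Nodules were left out of this comparison and had no common direction. Both nodules of rat F06 had the highest shares outside exons at 14 weeks (34.5% and 28.2%), and nodule 2 of rat F03 the lowest at 20 weeks (23.0%). A difference in library preparation between F and H rats may exist, but the meaning of the letters is not stated in the paper's text. Unspliced RNA or DNA in the library was not tested, and no biological explanation was tested.

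Several far values belonged to rat F06 at 14 weeks. In its tumors Cd68 stood at 70.1 CPM, Cfp at 90.0, Clec1b at 4.18, Marco at 234, Pth1r at 16.5, Ptp4a3 at 4.95 and Tnfrsf9 at 16.0 CPM, and the VEGF score of its nodule 1 was 2.88 against 3.38 to 3.68 in the other nodules. In its NT liver Ccnd1 stood at 149, Cd68 at 49.5 and Tnfrsf9 at 9.80 CPM. Without the F rats the log2 fold change of Marco in 14-week tumors was -0.17, so this rat set the direction for that gene. Cd68, Cfp, Clec1b and Marco are macrophage or endothelial genes, and a different share of these cells in the sampled nodules could give such values. The nodule library with many pairs outside exons does not account for all of them, since NT liver of the same rat had an ordinary share (24.4%) and also stood high for Cd68, Tnfrsf9 and Marco (262 CPM against 53.6 to 82.6). Cell content of the nodules was not measured. In the other tumors, Ube2c stood at 13.0 CPM in rat H22 at 14 weeks, and at 20 weeks Cd44 stood at 7.04 CPM in rat H25 and Cfp at 58.8 CPM in rat F03.

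In NT liver of other rats, Gstp1 stood at 304 CPM in rat H18 and Col4a1 at 66.9 CPM in rat H17 at 8 weeks, and Irs3 at 17.9 and Timp1 at 5.90 CPM in rat H28 at 20 weeks. Among rats without DEN at 8 weeks, the far values were Cd8a 1.59, Gsta3 2.98, Svop 0.310 and Tnfrsf9 7.51 CPM. At 14 weeks without DEN they were Cyp1a2 612, Fbn1 7.63, Lgals9 193 and Slc7a11 0.214 CPM, and the IL6 STAT3 score of rat H10 (3.19 against 2.78 to 2.84). Akr1b10 (0.0710 CPM), Dnaaf1 (0.0712), Nefl (0.0356) and Aldh3a1 (0 CPM) at 14 weeks and Dnaaf1 (0.0475) at 20 weeks rest on at most 2 counts. At 20 weeks without DEN they were Cd44 1.30, Cela1 4.37, Fcnb 0.938, Pnpla3 947 and Prom1 0.903 CPM. No explanation was tested for the values of this paragraph, and 24.2 of the 36 far values of genes would come by chance.

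Effects of DEN in NT liver differed between 14 and 20 weeks for 83 of 11245 genes (edgeR quasi-likelihood interaction, Benjamini-Hochberg adjusted p of at most 0.05). Of 100 random assignments of rats to weeks within treatments, the real one included, 3 gave as many genes, the most being 129. Changes of the log2 fold change from 14 to 20 weeks were -3.85 for Abcb1b, -5.24 for Pln, -3.30 for Mybl2, -2.20 for Lama5, -1.62 for Cdkn1a, -1.41 for Sgcb, -1.04 for Fas, -0.87 for Fbn1 and -0.68 for Col4a1. Falls became smaller, with changes of 5.15 for Aox3, 3.33 for Obp3, 3.18 for LOC100360095 and 2.95 for Inmt. In tumors 10 of 11607 genes differed (1 up, 9 down), and 1 of 100 assignments gave as many, with at most 6 in the others. Aox3 changed by 5.09 in tumors, and the other 9 (Abcb1b, Axin2, Ccng1, Cdkn1a, Jam3, Lama5, Mybl1, Mybl2 and Phlda3, named after their values were seen) all fell.

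Of 10 list scores, 2 changed between 14 and 20 weeks at an unadjusted p under 0.05. The p53 difference fell by 0.59 (exact permutation of rats between weeks within treatment, two-sided p = 0.00449, Benjamini-Hochberg over 10 lists 0.0449) and the G2/M difference changed by -1.22 (exact permutation p = 0.0269, Benjamini-Hochberg 0.135). Under RLE scaling the p53 change was -0.62 and without the F rats -0.58, so neither scaling nor those rats made it. Injections had stopped 6 weeks before the 20-week samples, and a response of p53 targets that fades after the last dose could give this fall. Age alone is shared with the no DEN rats of each time point and is subtracted, but the end of injections cannot be told apart from the further course of disease in DEN-treated rats, since both come with the later time point. As these results were found and tested in the same libraries, this remains a hypothesis.

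Each comparison with liver without DEN was set against other groupings of the same rats. For NT liver at 8, 14 and 20 weeks and for tumors at 14 and 20 weeks, 1 of 35 splits, the real one, gave as many genes, and all other splits gave 0. Between tumors and NT liver 8 of 8 splits gave 0 genes at both times, and with the rat as block 8 of 8 gave 0 at 14 weeks and 1 of 8, the real one with 1693 genes, at 20 weeks. With 8 splits a share under 0.125 cannot occur, so the last count does not decide. The splits were made by exchanging NT liver and tumor within rats.

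Genes outside those discussed by the paper were among those that rose most. Where no DEN libraries held at most 3 counts, folds are lower bounds. Aldh3a1 was at least 638-fold higher in NT liver at 14 weeks and 476-fold at 20 weeks, and at least 983-fold and 1671-fold higher in tumors. Defb1 was at least 120-fold and 42.7-fold higher in NT liver and 235-fold and 191-fold in tumors, and Dnaaf1 at least 164-fold and 82.3-fold in NT liver and 468-fold and 460-fold in tumors. Nefl was at least 188-fold higher in NT liver at 14 weeks and 467-fold and 384-fold in tumors. Slc16a5 was at least 34.2-fold higher in NT liver at 20 weeks and 192-fold and 164-fold in tumors at 14 and 20 weeks. Vsx1 was at least 19.7-fold higher in NT liver at 20 weeks and Pln at least 30.3-fold at 8 weeks. The 20-week NT comparison as a whole (565 genes) and the share of pairs outside exons (14 weeks, 24.6 ± 0.2% in NT liver against 22.6 ± 0.8% without DEN, SD, difference 1.93, exact two-sided permutation p = 0.0286) are also not discussed there. At 8 and 20 weeks the share differed by 1.46 and 1.11 (exact two-sided permutation p = 0.114 and 0.143). Other splits gave 0 genes for these groups, against 1 of 35 for the real one, so a random grouping of rats did not make the counts.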

How the results depend on the processing

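The thinned library and the split counts with the rat as block were added after results had been seen, and all other settings were fixed earlier. No setting failed to run. Of 207 gene counts under an alternative 27 moved by more than 1.5 times. Of 519 list scores 47 lost the threshold, 15 reached it and 13 changed direction, of 48 spread ratios 11, 2 and 2 did so, and of 3851 log2 fold changes of named genes 129, 90 and 62. The counts of NT liver at 8 and 14 weeks and of tumors against no DEN liver stayed within 1.5 times under every setting: 648 to 1004, 1533 to 1830, 3943 to 4924 and 3843 to 4671. Cell-cycle scores at 8 and 14 weeks kept their direction and their side of the threshold under every setting, as did Cd276 against no DEN liver. Where a result changed, the cause was not tested unless a value is given for it.

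Counts depended most on the test and the pairing. Between tumors and NT liver at 20 weeks, 0 genes passed without a block (2767 at an unadjusted p under 0.05), 1693 with the rat as block, 1096 with all 8 groups in the same fit, 902 with DESeq2 and 218 with nodule 1 alone. At 14 weeks 0 genes passed (1348 unadjusted), 35 with DESeq2, 1 with each nodule as its own value and 0 with the block. Same-rat samples deviated together (r = 0.480 at 14 and 0.507 at 20 weeks), so the fit without the block leaves variation shared within rats in its error. Genes whose effect in NT liver differed between 14 and 20 weeks numbered 83, with 381 by DESeq2 and 182 without the rats numbered F, and in tumors 10, with 29 by DESeq2. Of the 182 genes, 78 were among the 83. In the self-test 14.6% of the calls of DESeq2 were false against 7.18% with edgeR, on the same simulated counts, from which edgeR first removed low genes.

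Leaving out each rat in turn gave 250 to 649 genes for NT liver at 20 weeks, 0 to 445 for tumors against NT liver at 20 weeks (445 without rat H25), 31 to 408 for the weekly difference in NT liver and 6 to 15 in tumors. The ranges of list differences that changed side or direction were, at 8 weeks, macrophages 0.35 to 0.64, angiogenesis 0.17 to 0.26, IL6 STAT3 0.21 to 0.42 and IL2 STAT5 0.59 to 0.78. At 14 weeks they were all Danaher markers 0.43 to 0.69 and T cells 0.62 to 1.04. At 20 weeks they were S phase 0.46 to 0.67, G2/M 0.63 to 1.02, NF-kB 0.38 to 0.54, all Danaher markers 0.71 to 0.91, p53 -0.064 to 0.048 and IL6 STAT3 0.57 to 0.82, and for tumors against NT liver all Danaher markers -0.087 to 0.14. With 3 rats against 4 the smallest possible exact two-sided permutation p is 0.0286. Fully separated groups can still give a p above 0.05 there, where the opposite split differs as much in size. With 3 against 3, as for tumors against NT liver, the p cannot fall under 0.05. Where all DEN-treated rats lay above all no DEN rats, losing the threshold without 1 rat therefore does not show an unstable difference. Ratios of spread between nodules and NT samples ran, at 14 weeks, from 1.69 to 4.22 for Hedgehog, 1.68 to 7.68 for Notch and 1.12 to 16.6 for VEGF, and at 20 weeks from 0.743 to 1.76 for Notch and 0.965 to 4.37 for VEGF.

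Pre-ranked enrichment, which permutes genes, no longer passed for NF-kB (normalized score 1.40), angiogenesis (0.99) and IL2 STAT5 (1.43) at 8 weeks. At 14 weeks it no longer passed for NF-kB (1.35), all Danaher markers (1.38), macrophages (1.11), p53 (1.32), angiogenesis (1.38), IL6 STAT3 (1.33) and IL2 STAT5 (1.27), and at 20 weeks for NF-kB (1.41) and T cells (1.35). It passed where the score had not for G2/M at 20 weeks (1.87) and, in tumors against NT liver, for S phase (1.99), G2/M (2.45), xenobiotic metabolism (-2.47), fatty acid oxidation (-2.16), peroxisome (-1.51) and oxidative phosphorylation (-1.46). Its direction was the opposite for p53 at 20 weeks (-1.01), where the difference of the score was 0.024.

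With a prior count of 0.5, angiogenesis at 8 weeks (0.22) lost the threshold, as did the spread ratios of Hedgehog (1.28) and Notch (3.30) at 14 weeks. With genes of at least 1 CPM alone, the threshold was lost for all Danaher markers at 14 weeks (0.27) and 20 weeks (0.43), S phase at 20 weeks (0.37) and the spread of Hedgehog at 14 weeks (11.9), so genes under 1 CPM carried part of the Danaher and S-phase differences. With z scores, S phase (0.84) and NF-kB (0.90) at 20 weeks and the spread of Hedgehog at 14 weeks (1.36) lost it, and IL6 STAT3 at 20 weeks (0.65) and the spread of Hedgehog at 20 weeks (12.6) reached it. With nodule 2 alone bile acid in tumors against NT liver (-0.66) lost it, and with nodule 1 alone peroxisome (-0.22) reached it and oxidative phosphorylation changed direction (0.037). All Danaher markers in tumors against NT liver, with a difference of 0.00091, changed direction under a prior count of 0.5 (-0.0031), the 1 CPM minimum (-0.0039), z scores (-0.10), RLE scaling (-0.0056), nodule 1 alone (-0.087) and nodule 2 alone (-0.028), all of them close to 0.

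Named genes that changed direction had log2 fold changes near 0 or rested on a single rat or nodule. For Cd4 at 8 weeks the values were -0.0039 with DESeq2 and -0.0016 without the filter (-0.092 to 0.19 with single rats left out), and for Mmp9 at 14 weeks -0.31 without the rats numbered F (-0.31 to 0.24) and at 20 weeks -0.14 to 0.18. Mybl2 at 20 weeks ran from -0.24 to 0.41. In tumors at 14 weeks against no DEN liver, nodule 2 alone gave 0.0096 for Cd5l (-0.33 to 0.081), 0.039 for Colec10 (-0.13 to 0.0033) and 0.23 for Cxcl14 (-0.25 to 0.075). Nodule 1 alone gave 0.054 for Hamp (-0.27 to 0.058), and leaving out the F rats -0.17 for Marco (-0.17 to 0.87). At 20 weeks nodule 1 alone gave 0.027 for Angptl6 (-0.22 to 0.024), leaving out the F rats -0.0033 for Cd5l (-0.11 to 0.24) and nodule 2 alone -0.15 for Tnfrsf9.

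Between tumors and NT liver at 14 weeks, leaving out the F rats gave 0.0061 for Cd48 (-0.34 to 0.0061), -0.011 for Cd8a (-0.011 to 0.20), -0.022 for Lgals9 (-0.022 to 0.070) and -0.19 for Tnfrsf9 (-0.19 to 0.40), and nodule 1 alone gave -0.020 for Lgals9. At 20 weeks Cd48 was 0.0091 with all 8 groups, 0.038 without the F rats and 0.11 with nodule 2 alone (-0.13 to 0.060). Cd68 was 0.00080 without the filter, 0.022 with all 8 groups, 0.026 without the F rats, 0.049 with each nodule as its own value, 0.13 with nodule 1 alone, 0.0041 with the rat as block and 0.0061 with the thinned library (-0.059 to 0.046). With nodule 1 alone Cd8a was 0.094 and Tnfrsf9 0.20.

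Depth limited genes with few counts. Ifng, Il4 and Il10 had at most 4, 1 and 9 counts per rat, so no comparison of these genes can be made, and lower bounds of folds move with the depth of the no DEN libraries.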

Differences from the paper's values

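Tubb6 and Slc7a11 were looked at only after these differences had been seen. Lcn2 and Ndufa4l2 of Table S3 were too low to be tested here and were not compared. None of the other 44 folds stated there differed from the value computed here both by more than its error and by more than 1.5 times, and no lower bound exceeded the stated fold by that much. The over-expressed genes numbered 20 at 14 weeks, against 21 in the paper, and 18 at 20 weeks, where Table S3 marks 20 rises as significant. Of 26 values read by eye from the labelled points of the volcano plots, 24 lay within the error taken (the larger of the standard error and 0.1) and 2 did not.

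For Tubb at 14 weeks in NT liver, taken as Tubb5, the log2 fold change was 1.54 against the paper's value of about 4.8 in Fig. 2g, read by eye. Under the alternatives set before the data were examined it ran from 1.39 to 1.72, and none of them closed the gap. Tubb6 stood at 4.77 in the same comparison.

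For Slc7a1 at 14 weeks in NT liver, the log2 fold change was 2.81 against the paper's value of about 9.9 in Fig. 2g, read by eye. Under the alternatives set before the data were examined it ran from 2.73 to 2.91, and none of them closed the gap. Slc7a11 stood at 9.53 in the same comparison.

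The paper marks Cxcl14 and Bco2 as under-expressed in tumors at 14 weeks and Pth1r at 20 weeks (Fig. 3c). Here Cxcl14 at 14 weeks changed by -0.05 (from -0.35 to 0.23 over the alternatives, none past the threshold). Bco2 at 14 weeks changed by -0.48 (from -0.55 to -0.38) and passed in 5 of 16 settings, namely without rats numbered F, without rat F06 (the same rat), H11 or H12, and with nodule 1 alone. Pth1r at 20 weeks changed by -0.41 (from -0.52 to -0.30) and passed in 1 of 16 settings, without rat H25. Table S3 marks Lcn2 as significant at both times, where it was too low to be tested here. It passed with DESeq2 at both times and without the filter on low genes at 20 weeks. Table S3 also marks Gmnn at 20 weeks, which rose here by 0.66 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0742) and passed with all 8 groups in the same fit, with nodule 1 alone and without rat H13 or H25. Spink1 at 20 weeks fell past the threshold here (-0.94) and is not marked in the paper. With DESeq2, with nodule 2 alone, without the rats numbered F and without rat H23, 21 genes of the over-expressed list passed at 14 weeks.

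The paper names Flna and Fbn1 among the raised genes of DEN-treated liver. At 8 weeks they rose by 0.90 and 0.98, below the log2 threshold of 1, and at 14 weeks they passed. Fbn1 passed at 8 weeks without rat F10 (1.02), without rat H08 (1.02) and without the rats numbered F (1.05). The paper states that p53 pathway genes were consistently raised after DEN. The p53 score used here did not differ at 20 weeks in NT liver (difference 0.024, exact two-sided permutation p = 0.800). It also states that macrophages were promoted at 8 weeks, where the macrophage score rose by 0.48 (exact two-sided permutation p = 0.0857, range over the rats left out 0.35 to 0.64), and without rat H05 the exact two-sided permutation p was 0.0286.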

Other observations

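The Nrf2 list and its test were chosen after genes of large change had been seen. Other values of this part are reported without explanation.

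Genes behind the paper's histology and qPCR markers were read from NT liver against no DEN liver (log2 fold changes at 8, 14 and 20 weeks). Gstp1 rose by 3.65, 7.28 and 6.73, and by 8.00 and 8.18 in tumors at 14 and 20 weeks. Mki67 rose by 2.32, 2.92 and 1.24 and Prom1 by 0.45, 1.84 and 0.75. Cd34 rose by 0.83, 1.91 and 1.91 and Ccnd1 by 0.54, 0.94 and 0.54. Of the fibrosis genes, Col1a1 rose by 1.13, 1.94 and 1.03, Acta2 by 0.86, 1.21 and 0.47, Tgfb1 by 0.86, 0.91 and 0.69, and Timp1 by 1.40, 1.18 and 0.87. Col1a1 passed the NT threshold at 8 and 14 weeks (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00721 and 0.00387), and Acta2 at none (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0137, 0.0128 and 0.156). Mmp2 rose by 1.65, 1.54 and 0.73, passing at 8 and 14 weeks (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 4.70e-06 and 7.98e-05). The paper reports a non-significant decrease by qPCR, where rats before any injection were the reference, not no DEN rats of the same age. Mmp9 changed by -0.23, 0.08 and 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p of at least 0.508).

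The paper's flow cytometry and ELISA measured immune cells and cytokines in tumors and NT liver. In RNA at 14 and 20 weeks, tumors against NT liver, without the rat as block, changed by 0.12 and -0.08 for Cd8a and by 0.26 and -0.01 for Cd68. Foxp3 at 14 weeks changed by 0.19 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.866), with at most 18 counts per rat. At 20 weeks Foxp3 was too low to be tested, with 0.167 ± 0.077 CPM in tumors and 0.054 ± 0.049 CPM in NT liver (SD, n = 4 rats). Il2ra had at most 19 counts.

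Against liver without DEN, only Aox3 was among the 5 genes with the largest falls in every comparison of NT liver and tumors. Inmt and Obp3 were among them in NT liver at 8 and 14 weeks and in tumors at 14 weeks. Irs3, Cyp2c7, Tor3a, Prss32 and Pnpla3 were among them only at 20 weeks. Aox3 fell by 4.28 at 8 weeks, 7.23 at 14 weeks and 2.09 at 20 weeks in NT liver, and by 8.37 and 3.28 in tumors. Inmt fell by 3.35 and 4.27 at 8 and 14 weeks, Obp3 by 2.99 and 5.04, and Tenm2 by 3.15 and 4.49. Cela1 fell by 2.94 at 8 weeks and 3.36 at 20 weeks.

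Large rises of Slc7a11, Aldh3a1, Akr1b10 and Gstp1, among others, led to the hypothesis that DEN raised the genes controlled by Nrf2. A list of 13 other Nrf2 target genes, none of which had been looked at, was scored. Its score rose by 0.28 at 8 weeks (exact two-sided permutation p = 0.0857), 1.34 at 14 weeks (p = 0.0286) and 0.82 at 20 weeks (p = 0.0286, n = 4 per group). At 14 and 20 weeks the values are consistent with a raised Nrf2 response, and at 8 weeks the test did not pass. As NT liver at 14 weeks holds 24.6% of pairs outside exons against 22.6% without DEN, and cell composition was not measured, other reasons for a rise of these genes cannot be excluded.

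In a principal component analysis of all libraries the first 3 components took 58.7%, 13.7% and 4.56% of the variance. On the second component the 5 lowest libraries were both nodules of rat F06 (-83.8 and -54.0), nodule 1 of rat F03 (-47.1) and NT liver of rats F09 (-37.7) and F10 (-43.5). What the letters F and H stand for was not analysed here.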
